# Retinoic Acid Induces an IFN-Driven Inflammatory Tumour Microenvironment, Sensitizing to Immune Checkpoint Therapy

**DOI:** 10.3389/fonc.2022.849793

**Published:** 2022-03-24

**Authors:** Caitlin M. Tilsed, Thomas H. Casey, Emma de Jong, Anthony Bosco, Rachael M. Zemek, Joanne Salmons, Graeme Wan, Michael J. Millward, Anna K. Nowak, Richard A. Lake, Willem Joost Lesterhuis

**Keywords:** retinoic acid, immune checkpoint therapy, cancer, interferon, mesothelioma

## Abstract

With immune checkpoint therapy (ICT) having reshaped the treatment of many cancers, the next frontier is to identify and develop novel combination therapies to improve efficacy. Previously, we and others identified beneficial immunological effects of the vitamin A derivative tretinoin on anti-tumour immunity. Although it is known that tretinoin preferentially depletes myeloid derived suppressor cells in blood, little is known about the effects of tretinoin on the tumour microenvironment, hampering the rational design of clinical trials using tretinoin in combination with ICT. Here, we aimed to identify how tretinoin changed the tumour microenvironment in mouse tumour models, using flow cytometry and RNAseq, and we sought to use that information to establish optimal dosing and scheduling of tretinoin in combination with several ICT antibodies in multiple cancer models. We found that tretinoin rapidly induced an interferon dominated inflammatory tumour microenvironment, characterised by increased CD8+ T cell infiltration. This phenotype completely overlapped with the phenotype that was induced by ICT itself, and we confirmed that the combination further amplified this inflammatory milieu. The addition of tretinoin significantly improved the efficacy of anti-CTLA4/anti-PD-L1 combination therapy, and staggered scheduling was more efficacious than concomitant scheduling, in a dose-dependent manner. The positive effects of tretinoin could be extended to ICT antibodies targeting OX40, GITR and CTLA4 monotherapy in multiple cancer models. These data show that tretinoin induces an interferon driven, CD8+ T cell tumour microenvironment that is responsive to ICT.

## Introduction

In the last decade, cancer immunotherapy has resulted in improved outcomes in some cancers, such as melanoma and non-small lung cancer (1). In particular, treatment with antibodies that target immune checkpoints programmed death receptor-1 (PD-1), its ligand PDL1, or cytotoxic T lymphocyte associated protein 4 (CTLA-4) have shown durable complete regressions in a substantial percentage of patients, resulting in FDA approval in an expanding number of indications (2). However, despite these positive results in a portion of patients with certain cancers, still many patients do not derive a therapeutic benefit, and some cancers are more resistant than others (1). For example, sarcoma, mesothelioma, pancreatic cancer and microsatellite-stable colorectal cancers have low response rates to antibodies targeting PD1, PD-L1 or CTLA-4 (3–5).

Due to the low or modest response rates in many cancers, there is an urgent need to develop new effective combinations. Given that currently over 2000 clinical trials are actively recruiting patients with any combination of immune checkpoint therapy (ICT) with another drug, this development would ideally be based on solid preclinical evidence, as to accelerate identification of candidate combinations and minimize patient exposure to futile treatments with a risk of sometimes severe side effects (6). In addition, given the long clinical development pipeline of novel compounds, using existing, FDA-approved drugs in combination with checkpoint inhibitors is a highly attractive avenue (7).

We developed bilateral tumour mouse models that allowed us to identify mechanisms operating in the tumour during treatment with ICTs in responding and non-responding mice, within the same tumour model (8, 9). Using these models, we can map gene expression signatures associated with response and identify repurposed drugs that can induce this response in combination with ICT. Previously, we identified that combination therapy of retinoic acid and anti-CTLA4 antibody was highly efficacious in a mesothelioma mouse model (10). Tretinoin is a vitamin A derivative that has both direct anti-cancer effects (11, 12) and immunomodulatory properties (13). These include depleting myeloid derived suppressor cells (MDSCs) (14, 15), inducing expansion and activation of CD8+ T cells (16, 17) and promoting CD4 effector responses (18).

Here, we aimed to understand the effects of tretinoin treatment on the tumor microenvironment and to determine the optimal dose and schedule of tretinoin in combination with multiple ICT antibodies in multiple cancer models to facilitate further clinical translation.

## Materials and Methods

### Cells

The AB1-HA murine mesothelioma, RENCA renal cell carcinoma and WEHI-164 fibrosarcoma cell line was obtained from Cell Bank Australia. Cell lines were subject to regular mycoplasma testing and PCR verification and validated by CellBank Australia. Cells were maintained in RPMI 1640 (Invitrogen) supplemented with 20 mM Hepes, 0.05 mM 2-mercaptoethanol, penicillin (100 U/ml; CSL), gentamicin (50 mg/ml; David Bull Labs), and 10% newborn calf serum (NCS; Thermo Fisher Scientific). Media used for AB1HA cell culture was further supplemented with 50 mg/ml Geneticin (G418; Life Technologies, Mulgrave, VIC, Australia). Cells were passaged upon reaching 80-85% confluence and passaged 4-5 times prior to inoculation in mice.

### Mouse Tumour Cell Inoculation and Monitoring

Female and male BALB/c mice (8-10 weeks) were obtained from the Animal Resource Centre (Murdoch, WA, Australia) and housed at the Harry Perkins Bio Resources Facility (Nedlands, WA, Australia). For subcutaneous inoculation, adherent cells were removed from the flask using trypsin and washed three times with PBS. Cells were counted using a hemocytometer with viability determined by trypan blue exclusion with a viability of at least 90% to be inoculated. 5x10^5^ cells were inoculated in one or both flanks of mice in 100 µl of PBS. Mice were randomised to treatment groups and researchers measuring tumour size (the primary experimental endpoint) were blinded for treatment allocation. Tumour growth was measured with standard mechanical callipers, 3 times a week until tumours reached 70mm^2^ by which they were then monitored daily. Mice were culled when the tumour exceeded 95mm^2^ in size. All experiments were conducted in compliance with the institutional guidelines provided by the Harry Perkins Institute for Medical Research animal ethics committee (approval numbers 091 and 156).

### Hematoxylin and Eosin Staining

After removal, tumor samples were fixed with 4% paraformaldehyde for 48 - 72 h and embedded in paraffin. 5 µm sections were cut by microtome (Thermo Fisher Scientific), placed on slides and deparaffinised using the following protocol; 2 rounds of xylene (3 min each), 2 rounds of 100% ethanol (2 min each), 95% ethanol (1 min), 70% ethanol (1 min), 40% ethanol (1 min), 3 rounds of distilled H2O (3 min each). Slides were stained with Mayers hematoxylin (Sigma-Aldrich) for 10 min and rinsed with running tap water, the counterstain was performed with acidified Eosin Y solution (Sigma-Aldrich) (0.5% glacial acetic acid) for 45 s. The dehydration protocol is as follows; 40% ethanol (30 s), 70% ethanol (30 s), 95% ethanol (30 s), 2 rounds of 100% ethanol (1 min each), 2 rounds of xylene (3 min each). Mounting was performed with Pertex mounting medium (Histolab), and sections were imaged under a light microscope.

### Treatments

Tretinoin (all-trans retinoic acid ≥98%, HPLC, powder) was purchased from Sigma-Aldrich (now Merck; Macquarie Park, NSW) and suspended in Dimethyl Sulfoxide (DMSO; Sigma-Aldrich) at a concentration of 40 mg/ml for short term storage at -80°C. Mice were treated with a maximum of 10 mg/kg tretinoin for 9 consecutive days, intraperitoneally (i.p.). Tretinoin treatment either commenced on the same day as ICT (concomitant treatment) or commenced 3 days prior to ICT (staggered treatment). PBS was used as a control for ICT and PBS containing 10% DMSO was used as a control for tretinoin treatment. For experiments in RENCA, 10 mg/kg tretinoin was administered *via* oral gavage in 5% DMSO in soybean oil for five consecutive days commencing 5 days prior to ICT (pre-treatment) or on the day of ICT (concomitant). DMSO and soybean oil was used as a vehicle control.

Anti-CTLA-4 (clone: 9H10), anti-PD-L1 (clone: B7-H1), anti-OX40 (clone: OX-86) and anti-GITR (clone: DTA-1) checkpoint blockade *in vivo* monoclonal antibodies were all purchased from BioXcell, West Lebanon, NH. Anti-CTLA-4 (100 µg), anti-OX40 (200 µg), and anti-GITR (100 µg), were given as single i.p doses and anti-PD-L1 (100 µg), was given i.p, 3 times, every 2 days.

For RNAseq and flow cytometry experiments, AB1-HA tumour-bearing BALB/c mice were treated with vehicle, tretinoin, ICT or the combination and tumours harvested. For experiments with response to the ICT/tretinoin combination as a readout, a bilateral tumour model was used (8, 10). In brief, mice were inoculated with two tumours, one on either flank. One tumour was surgically resected after either 5 days of tretinoin, 2 injections of ICT antibody, the combination, or PBS control, with the other tumour remaining *in* situ to provide a readout of treatment efficacy (responder with complete tumour cure or non-responder with tumour outgrowth).

### Tumour Preparation for RNA-seq

For RNA-seq, whole tumours were surgically resected as described above, and the surrounding tissue was removed and immediately submerged in RNAlater (Life Technologies). Samples were stored at 4°C for 24 hours, supernatant was then removed and samples were transferred to −80°C. Frozen tumours were dissociated in TRIzol (Life Technologies) using a TissueRuptor (QIAGEN). RNA was extracted using chloroform and purified on RNeasy MinElute columns (QIAGEN) and RNA integrity was confirmed using a Bioanalyzer (Agilent Technologies). Library preparation and sequencing (100 base pair single-end) were performed by Australian Genome Research Facility, using Illumina NovaSeq standard protocols.

### RNAseq Analysis

Raw sequencing files underwent pre-alignment quality control using FastQC (19) (v0.11.3), followed by alignment to the mouse genome (mm11) using HISAT2 (20) (v2.0.4) and gene-level quantitation using SummariseOverlaps (21). Post-alignment quality assessment was performed with Samstat (22) (v1.5.2). Pairwise comparisons between treatment groups to identify differentially expressed genes were performed with DESeq2 (23), where Benjamini-Hochberg adjusted p-values <0.05and absolute log fold change ≥1 were considered significant. Downstream analysis included upstream regulator analysis (24), gene set enrichment analysis (GSEA) (25), innateDB pathway analysis (26) and CIBERSORT immune cell deconvolution using a 511 mouse gene signature (27) as a reference. Immune populations were grouped into 10 major populations as follows; B cells include memory, naive and plasma cells; CD8^+^ T cells include memory, naive and activated cells; CD4^+^ T cells include memory, naive, follicular, Th1, Th2 and Th17 cells; macrophages include M0, M1 and M2 macrophages; NK cells include activated and resting cells; DCs include activated and immature cells; and the remaining populations are mast cells, Tregs and monocytes. Raw and processed data are accessible through GEO Series accession number GSE186195.

### Flow Cytometry

For flow cytometry, tumours were dissociated into a single cell suspension using the Miltenyi gentleMACs. Spleens were digested with 1 mg/ml type IV collagenase (Worthington Biochemical) and 1 ug/ml DNase (Sigma Aldrich) in RPMI-1640 supplemented with 2% NCS and 20 mM Hepes for 20 mins at RT. 500 µl of 0.1 M EDTA was added and spleens digested for a further 5 minutes to break up DC-T cell rosettes. The cell suspension was underlayed with cold EDTA-DCs and cell recovered by centrifugation at 1600 rpm for 10 mins. Red blood cells were lysed with Pharm Lyse (BD Biosciences) for 5 mins and remaining cells underlayed with EDTA-BSS-FCS. Cells were collected *via* centrifugation and resuspended in EDTA-BSS-FCS for staining. Samples were stained for dead cell exclusion (FVD-ef780 or ZombieUV) for 30 minutes in the dark at room temperature (RT). Antibodies for surface staining were suspended in PBS+2%FCS and incubated for 30 minutes at RT. For intracellular staining, cells were fixed and permeabilized for 10 minutes at RT using the Foxp3/Transcription Factor Staining Buffer Set (eBioscience). Intracellular antibodies were suspended in Permeabilization Buffer (eBiosciences) and incubated for 30 mins at RT. Samples were washed 3x in Permeabilization Buffer, resuspended in Stabilizing Fixative (BD) and stored at 4°C. Data was acquired using the BD LSRFortessa and analysed using FlowJo (BD Biosciences). Flow cytometry panels are detailed in **Supplemental Table 1** and gating strategy is as detailed in **Supplemental Figure 1**.

### Statistical Analysis

For flow cytometry experiments and CIBERSORT data, results are presented as mean ± SD and statistical analysis was performed using Mann-Whitney U tests corrected for multiple comparisons using GraphPad Prism v8. Survival data was analyzed using Log-rank (Mantel-Cox) test in GraphPad Prism v8 and differences in tumour growth was assessed using a mixed model ANOVA (28) with analysis performed in R.

## Results

### Tretinoin Induces an Inflammatory, Interferon-Driven Tumour Microenvironment

Previous studies have demonstrated that the addition of tretinoin to ICT significantly improved response rate and survival, reportedly due to systemic MDSC depletion (29, 30). Additionally, our own preclinical work identified a gene expression signature associated with response to ICT, overlapped with gene signatures derived from cell lines treated with tretinoin using drug repurposing database LINCS (10). However, the effects of tretinoin on the cellular and molecular characteristics of the tumour microenvironment have not been comprehensively determined. We therefore first performed RNA sequencing and flow cytometry on tumour-bearing mice treated with tretinoin.

We utilised the AB1-HA murine mesothelioma model for this study (31). Subcutaneous AB1-HA tumours display an aggressive, fast growing sarcomatoid pathology with scattered immune infiltration (**Supplementary Figure 2**). 

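AB1-HA is a mouse mesothelioma cell line that carries the influenza haemagglutinin gene. RNA from the tumours of 10 mice given PBS and 9 mice given tretinoin was sequenced on a NovaSeq instrument as single-end reads. Tretinoin started on day 4 after inoculation and the tumours were taken on day 9. For this experiment the paper gives a tretinoin dose of 10 mg/kg on 5 days (Fig. 1), whereas the labels deposited with the tumours give 5 doses of 5 mg/kg. The authors aligned the reads with HISAT2 to a genome they name mm11, counted them on genes with SummariseOverlaps, and deposited the raw counts without normalization. The paper's text does not state how strand or reads that align to several places were handled. The deposited table holds 39676 genes, of which 28827 had a count in at least 1 of the 39 tumours of the whole series. Total counts per tumour ranged from 16155683 to 23114796 in the PBS group, with a median of 18958881. In the tretinoin group they ranged from 15435493 to 20792937, with a median of 18827879. Counts were normalized by edgeR's TMM method, genes with low counts were left out by edgeR's filterByExpr function, and 14340 genes were tested with edgeR's quasi-likelihood test. As in the paper's methods, a gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. Values of single genes are given as normalized counts with DESeq2's size factors, mean ± SD. Scores of gene lists are means, over the genes of a list, of variance stabilized (VST) values scaled to z over the 39 tumours. They were compared by permutation tests, exact where a group had fewer than 10 tumours, and all tests were two-sided. Coordinates are those of GENCODE M21 on GRCm38, where 36719 of the gene identifiers match with their version. The first digit of the tumours' names makes 2 series in each treatment, 1 and 5 for PBS and 3 and 7 for tretinoin. Differences between the 2 series of one treatment can be measured. No series holds both treatments, so a difference shared by both series of a treatment cannot be told apart from the treatment.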

Mice were inoculated with AB1-HA mesothelioma cells and treated with 10 mg/kg tretinoin systemically for 5 consecutive days, after which the tumour was harvested (**Figure 1A**). 

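Of the genes tested, 213 were upregulated and 19 downregulated in tretinoin treated tumours. The count depended most on the fold change minimum. Without it, 1645 genes were upregulated and 1284 downregulated. DESeq2 at the thresholds of the paper's methods called 311 genes upregulated and 53 downregulated. With each tretinoin series set against each PBS series, between 66 and 291 genes were upregulated and between 5 and 26 downregulated. The largest rise was that of Cyp26b1 (ENSMUSG00000063415.12, chromosome 6, 84571414 to 84593908), which encodes an enzyme that degrades retinoic acid. Its normalized count was 5566 ± 849 (SD, n=9) after tretinoin and 152 ± 35.1 (SD, n=10) after PBS, a log2 fold change of 5.19 (standard error 0.13, adjusted p=1.99e-16 from edgeR). Its log2 fold change was between 5.03 and 5.30 in the 4 pairs of series. Dhrs3 (ENSMUSG00000066026.14, chromosome 4, 144892827 to 144928209), a retinal reductase gene, rose from 826 ± 90.8 to 5210 ± 512 (log2 fold change 2.66, standard error 0.07, edgeR adjusted p=8.59e-17). Crabp2, which encodes a retinoic acid binding protein, had a log2 fold change of 0.66 (edgeR adjusted p=1.14e-06). Inmt, Art2a-ps and Calcb followed Cyp26b1 among the largest rises, with log2 fold changes of 5.05, 3.33 and 3.02, and each of the 9 treated tumours was above all PBS tumours for all of these genes. Rpl35a-ps4, a processed pseudogene, had a log2 fold change of 4.22 that rested on 3 treated tumours with at least 10 times its median count, so it is reported as uncertain. Among the largest falls were those of Amd2 and Gm8451, with log2 fold changes of -3.43 and -2.11. Their counts varied widely between PBS tumours, those of Amd2 from 19.8 to 1115, and they are reported as uncertain as well. Rufy4 and Atp6v0d2 had log2 fold changes of -1.63 and -1.44, with edgeR adjusted p of 0.00905 and 0.0229.

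In a principal component analysis of the 500 most variable genes, PC1 held 25.0% and PC2 10.9% of the variance. The groups differed on PC1 by 15.9 units (exact permutation test, p=0.000433), with 6 of 9 treated tumours above every PBS tumour, and not on PC2 (0.480 units, p=0.894). With log2 CPM values in place of VST values, the groups differed on PC2 (20.9 units, p=9.7e-05) and not on PC1 (8.63 units, p=0.236).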

Tretinoin induced a distinct gene expression profile (**Figure 1B**) with 642 genes upregulated and 140 genes downregulated in treated tumours compared to untreated controls (**Supplemental Table 2**). Pathway analysis using Innate DB (26) showed that biological processes associated with the immune response, inflammation, antigen presentation and interferon gamma (IFNγ) signalling were upregulated by tretinoin treatment (**Figure 1C**, **Supplemental Table 3**). 

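InnateDB was not used here. The genes that Supplementary Table 3 lists for its 15 pathways were looked up in place of a pathway test. As the lists are the paper's own calls on these data, the counts and scores show how these genes stand in the tumours and not how stable the result is. That selection favours small p-values of the scores, which are no independent support. Of the 106 listed genes found, 102 were tested and all 102 had a higher mean after tretinoin, with a median log2 fold change of 1.00. Of these, 97 passed an edgeR adjusted p below 0.05 and 48 also passed the fold change minimum, and with adjustment over the list alone all 102 passed. Per tumour, the score of the 26 inflammatory response genes was 0.190 ± 0.553 (SD, n=9) after tretinoin and -1.01 ± 0.350 (SD, n=10) after PBS, a difference of 1.20 (exact permutation test, p=4.3e-05, adjusted p=0.00013 over the 15 lists). The innate immune response and immune response lists differed by 1.15 and 1.04 (exact permutation test, p=6.5e-05 and p=0.000217). The list for antigen presentation on MHC class II differed by 0.990 (exact permutation test, p=0.00101). The list for the cellular response to interferon-beta had the smallest difference of the 15 lists, 0.892 (exact permutation test, p=0.0162, adjusted p=0.0174), with 3 of 9 treated tumours above every PBS tumour. For each of these lists, all 9 treated tumours were above the PBS median.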

We next performed Ingenuity upstream regulator analysis (24) to identify the molecular inducers of this inflammatory, tretinoin-associated gene expression profile. 

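Ingenuity's regulator database was not used here, and transcripts of regulators and of their targets were examined in its place. Tnf had a log2 fold change of 0.50 (standard error 0.26, edgeR adjusted p=0.172). Cd274, which encodes PD-L1, had one of 1.25 (edgeR adjusted p=0.0511, and 0.0226 with DESeq2). Irf7, Il1b and Il6 had log2 fold changes of 0.13, -0.04 and -0.52, none of which passed adjustment (edgeR adjusted p=0.455, 0.943 and 0.168). Ifnb1 was not detectable at this depth, with at most 2.20 normalized counts in any of these tumours, and was not tested. Of the 90 interferon stimulated genes of Supplementary Table 5, 82 were found and tested, and 78 of them had a higher mean after tretinoin, with a median log2 fold change of 0.40. At an edgeR adjusted p below 0.05, 31 were higher and 2 lower, and 12 also passed the fold change minimum. With adjustment over the list alone, 43 were higher. Pml rose by 0.33 (edgeR adjusted p=0.000997) and Wars by 1.05 (edgeR adjusted p=0.00872) on the log2 scale, and Ptgs2 fell by 0.67 (edgeR adjusted p=0.00288). In limma's camera test, which asks whether the listed genes rank above all others, p was 1.4e-08 at the default correlation between genes of 0.01, and 0.363 at the correlation of 0.815 estimated from these tumours. From its upstream regulators, the paper proposes that tretinoin stimulates the immune system in a way similar to these inducers.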

As expected, immune stimulators such as LPS, IFNγ, tumor necrosis factor alpha (TNFα) and type I interferons (IFNs) are upstream regulators predicted to induce this gene expression profile, suggesting that tretinoin has a similar immune stimulating effect (**Figure 1D**).

**Figure 1:**
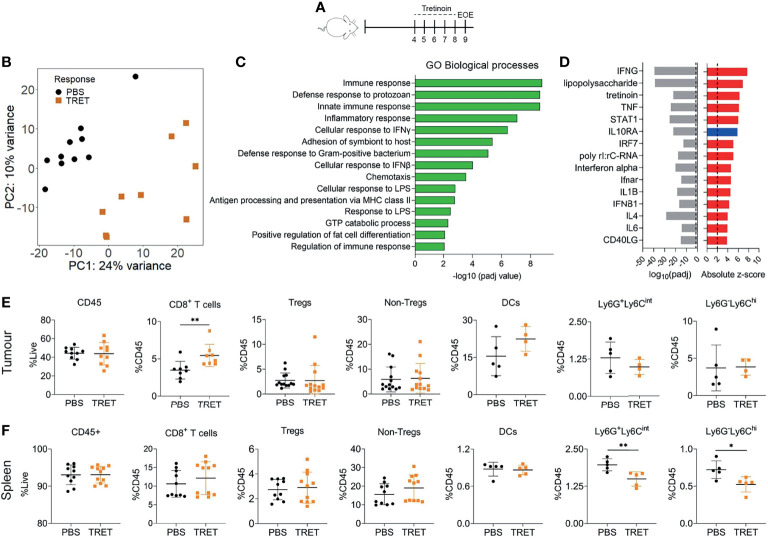
Tretinoin induces an inflammatory, IFN driven tumour microenvironment. **(A)** Experimental design. Mice were inoculated with AB1-HA s.c and treated with 10 mg/kg tretinoin daily for 5 days starting at day 4 when tumours were ~4 mm^2^. Tumours and spleens from tretinoin treated and control (PBS treated) mice were collected for analysis. **(B)** Principal component analysis of tumour derived gene expression data from tretinoin treated (orange square, n=9) or control (black circle, n=10) mice. **(C)** Gene ontology analysis displaying biological pathways upregulated by tretinoin treatment, corrected for multiple comparisons. **(D)** Ingenuity upstream regulator analysis showing absolute z score of positive (red) or negative (blue) upstream regulators of a tretinoin associated gene signature and associated p values. **(E, F)** Proportion of immune cell populations (n=8-13 for lymphoid subsets and n=5 for myeloid subsets) in the tumour **(E)** or spleen **(F)** as determined by flow cytometry. For CIBERSORT and flow cytometry experiments, significance determined using a Mann-Whitney U test corrected for multiple comparisons. *p<0.05 **p<0.01.

To determine if there were any specific immune populations associated with this gene expression signature, we performed flow cytometry on tumours and spleens from tretinoin or PBS treated mice. There was no increase in CD45^+^ cells in the tumour (p=0.97) nor spleen (p>0.99) induced by tretinoin (**Figures 1E, F**). Within the tumour, tretinoin increased the proportion of CD8^+^ T cells (p=0.0047 **Figure 1E**). There were no changes to the proportion of other lymphoid nor any myeloid populations (**Supplementary Figure 3**). In the spleen, there was no effect on lymphoid populations (**Figure 1F**, **Supplementary Figure 3**). However, in accordance with other studies (15, 29), tretinoin decreased the proportion of both Ly6G^+^Ly6C^int^ (p=0.0079) and Ly6G^- ^Ly6C^hi^ (p=0.016), CD11b^+^ cells, which have been associated with a MDSC phenotype (32) (**Figure 1F**). We also utilized the RNAseq deconvolution algorithm CIBERSORT, which infers immune cell populations from bulk sequencing data to compare with the flow cytometry data. There was no significant change in the frequency of immune cell populations induced by tretinoin apart from monocytes, which significantly decreased (**Supplementary Figure 4**). Thus, our results show that tretinoin induced inflammation in the tumour microenvironment, increased the ratio of CD8^+^ T cells of CD45^+^ cells and reduced MDSC-like cells systemically, but not in the tumour microenvironment.

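CIBERSORT was not run here. Marker transcripts of cell types, taken from lists written before the counts were examined, were scored in the tumours that received tretinoin or PBS. They follow transcripts in the whole tumour and not the share of a population among immune cells. The monocyte score, over 4 genes, was -0.280 ± 0.684 (SD, n=9) after tretinoin and -0.905 ± 0.377 (SD, n=10) after PBS, a difference of 0.6246 that did not pass adjustment over the 25 lists tested (exact permutation test, p=0.0229, adjusted p=0.0717). The macrophage score differed by 0.859 (exact permutation test, p=0.00437, adjusted p=0.0235), and all 9 treated tumours were above the PBS median. The neutrophil score did not differ (-0.0479, exact permutation test, p=0.828), nor did the scores of NK cells (0.426, adjusted p=0.318), B cells (0.357, adjusted p=0.478), regulatory T cells (0.153, adjusted p=0.821) and dendritic cells (0.397, adjusted p=0.36) in the same exact permutation test. Ptprc, which encodes the leukocyte antigen CD45, differed by 0.126 VST units (exact permutation test, p=0.44), less than its SD of 0.326 between PBS tumours. PBS tumour 14 and tretinoin tumour 33 had macrophage scores far above those of the rest of their groups.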

### Tretinoin/ICT Combination Efficacy Is Schedule-Dependent

Many clinical and preclinical studies have shown that a pre-treatment inflammatory tumour microenvironment is associated with response to ICT, specifically if driven by type I and II IFNs (9). We therefore hypothesized that tretinoin would sensitize tumours to ICT, testing this by sequencing the treatments, starting with the tretinoin, while adding in the ICT later. We therefore treated AB1-HA tumour-bearing mice with tretinoin and αCTLA-4/αPD-L1 therapy (ICT) concomitantly or in a staggered fashion.

We found that tretinoin was most effective at increasing the αCTLA-4/αPD-L1 mediated antitumour response when given in a staggered schedule, with tretinoin treatment commencing 3 days prior to ICT (**Figure 2A**). Survival was significantly increased in mice whose tretinoin treatment begun before ICT compared to ICT alone (**Figure 2B**, p=0.0031). When tretinoin was administered as a concurrent treatment, the combination did not significantly improve survival over checkpoint blockade alone (p=0.118).

**Figure 2:**
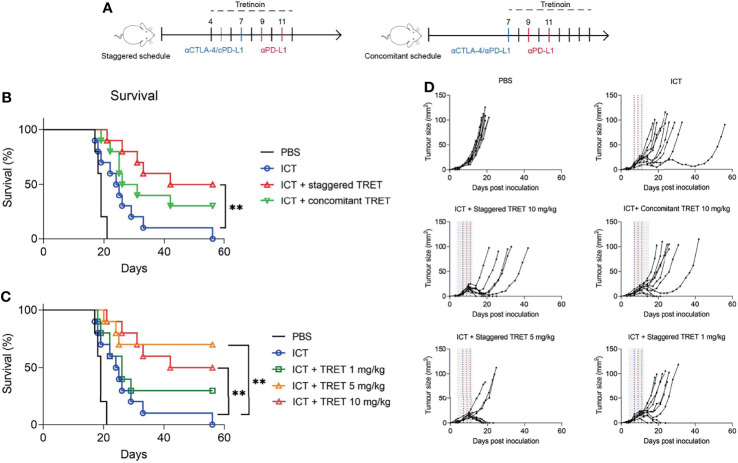
Tretinoin enhances ICT efficacy in a schedule and dose-dependent manner. **(A)** Experimental design. AB1-HA bearing mice were treated with αCTLA-4 on day 7 and αPD-L1 on day 7, 9 and 11. Tretinoin treatment commenced three days prior to (staggered tretinoin, tumour size ~4 mm^2^) or on the same day as ICT (concomitant tretinoin, tumour size ~10 mm^2^) and administered at 10 mg/kg for 9 consecutive days. **(B)** Survival of mice treated with ICT and either staggered or concomitant tretinoin. **(C)** Survival of mice treated with 10 mg/kg, 5 mg/kg or 1 mg/kg tretinoin using the staggered schedule. **(D)** Individual tumour growth of mice treated with tretinoin (grey lines), αCTLA-4 (blue line) and αPD-L1 (red lines). The Log-rank test was used for survival analysis **p<0.01.

Pre-treatment tretinoin was also more effective than concomitance tretinoin at improving ICT efficacy in a second model, RENCA renal cell carcinoma (**Supplementary Figure 5**). Tretinoin was administered *via* oral gavage using a pre-treatment schedule, with tretinoin commencing 5 days prior to ICT, or a concomitant schedule, with tretinoin treatment commencing on the same day as ICT. While the addition of concomitant tretinoin to ICT did not improve survival over either monotherapy (**Supplementary Figure 3**, p= 0.86 compared to ICT and p=0.99 compared to TRET), pre-treatment tretinoin significantly improved survival over tretinoin (p=0.004) or ICT (p=0.006) alone.

Tretinoin has a broad therapeutic window, having been used at a wide range of dosages without significant side effects while having direct anti-cancer effects in acute promyelocytic leukaemia. In order to establish the dose-response relationship for its immunotherapeutic effect, we treated AB1-HA mesothelioma-bearing BALB/c mice with tretinoin at dosages of 1 mg/kg, 5 mg/kg and 10 mg/kg using the staggered schedule (**Figure 2C**). The combination of TRET and ICT at all doses was well tolerated, with no clinical signs of toxicity or weight loss. While 1 mg/kg tretinoin in combination with ICT demonstrated some efficacy with 3/10 responders, this did not result in significantly improved survival (**Figure 2C, D**, p=0.19). However, at the two higher doses, survival was significantly improved (p=0.002 and p=0.003 for 5 mg/kg and 10 mg/kg, respectively). Importantly, the addition of tretinoin to ICT resulted in complete responses (5/10 and 7/10 respectively) in a context where ICT is not curative. Comparing pharmacokinetic studies between humans (33) and mice (34), tretinoin dosages of 5 to 10 mg/kg in mice likely result in biological exposure levels comparable to those observed in humans dosed at the standard dose of 45 mg/m^2^.Together, these results show that tretinoin sensitizes tumours to ICT at clinically relevant dosages.

### Tretinoin Further Enhances the Inflammatory Tumour Microenvironment Induced by ICT

As we observed a strong additive effect of tretinoin and ICT combination therapy, curing 70% of mice in a setting where neither monotherapy is curative, we investigated how the combination treatment changed the tumor microenvironment over either therapy alone.

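The 4 groups held 10 tumours given PBS, 9 given tretinoin, 10 given ICT and 10 given tretinoin+ICT, and the PBS and tretinoin tumours are those whose profile is reported above. The legend of Fig. 3 gives 4 doses of 5 mg/kg tretinoin from day 4 and ICT, antibodies against CTLA-4 and PD-L1, from day 7. The deposited labels give 5 doses of 5 mg/kg, with 100 µg of each antibody. All tumours were taken on day 9. The authors made and deposited the counts of all 39 tumours in the same way. Total counts ranged from 14033046 to 21095905 after ICT, with a median of 17002364, and from 15565521 to 37951183 after tretinoin+ICT, with a median of 18719352. Each comparison used the 2 groups compared, with 14155 genes tested for ICT against PBS, 14202 for tretinoin+ICT against ICT and 14393 for tretinoin+ICT against tretinoin. Tumours of the ICT group are named in series 6 and 8 and those of the tretinoin+ICT group in series 2 and 4, and each series again holds a single treatment.

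The retinoid genes separated the tumours given tretinoin. The score of 10 retinoid response genes was 0.372 ± 0.199 (SD, n=10) after tretinoin+ICT and -0.613 ± 0.127 (SD, n=10) after ICT, a difference of 0.985 (permutation test, p=3.0e-05, adjusted p=0.00075), and no ICT tumour reached the lowest tretinoin+ICT tumour. Cyp26b1 had 2310 ± 621 normalized counts after tretinoin+ICT and 324 ± 156 after ICT (log2 fold change 2.83, standard error 0.26, edgeR adjusted p=2.07e-06). Dhrs3 had 3027 ± 474 and 1088 ± 197 (log2 fold change 1.48, standard error 0.11, edgeR adjusted p=7.91e-08).

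**Figure D1:**
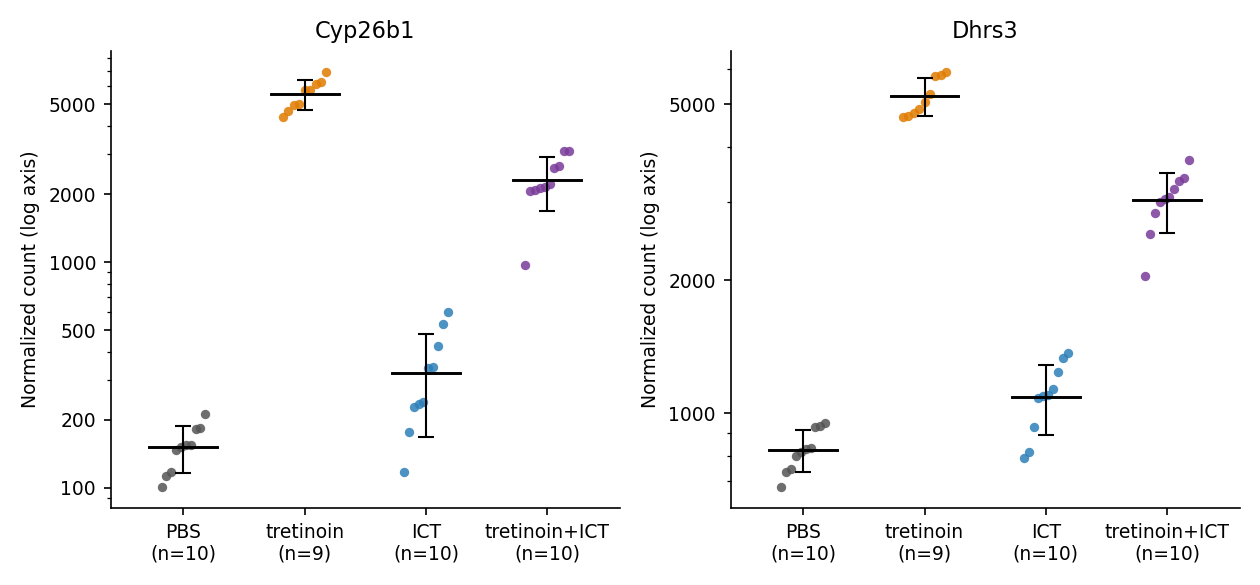
Normalized counts of Cyp26b1 (left) and Dhrs3 (right) in each tumour of the 4 treatment groups, on log axes. Points are tumours, horizontal lines are means and bars are SD, and for both genes all tumours given tretinoin, alone or with ICT, lie above all tumours that were not.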

We performed RNAseq on tumours treated with PBS, tretinoin, ICT or the dual combination (**Figure 3A**). To determine whether the increased efficacy was associated with a change in the immune cell composition of the tumour, we used CIBERSORT (27) to infer immune cell frequencies from the sequencing data. Although we again observed an increase in CD8>^+^ T cells following tretinoin treatment, this didn’t reach significance, which is likely due to a lower resolution of CIBERSORT analysis compared to flow cytometry (35) (**Supplementary Figure 4**). 

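The CD8 T cell list holds 2 genes. Its score was 0.158 ± 0.870 (SD, n=9) after tretinoin and -0.223 ± 0.628 (SD, n=10) after PBS, a difference of 0.381 (exact permutation test, p=0.314, adjusted p=0.523). Of the 9 treated tumours, 7 were above the PBS median and 1 was above every PBS tumour. PBS tumour 14 and tretinoin tumour 33 stood far above the rest of their groups in this score. Cd8a had 187 ± 114 normalized counts after tretinoin and 137 ± 57.0 after PBS (log2 fold change 0.46, standard error 0.28, edgeR adjusted p=0.246). The CD8 score also did not differ between ICT and PBS (0.205, permutation test, p=0.715) or between tretinoin+ICT and ICT (0.116, permutation test, p=0.833). ICT tumours 63 and 82 had CD8 scores of 2.86 and 2.69, and the other ICT tumours were between -1.60 and 0.106. The higher mean after ICT than after PBS rests on these tumours, 63 and 82.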

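Ptprc, as a transcript present in all leukocytes, had a VST value of 12.6 ± 0.629 (SD, n=10) after ICT and 12.1 ± 0.326 (SD, n=10) after PBS, a difference of 0.473 (permutation test, p=0.0476). Over the 6 comparisons made with this gene, the adjusted p was 0.0857, and 8 of 10 ICT tumours were above the PBS median. ICT tumours 63 and 82 had 14139 and 10372 normalized counts of Ptprc, and the other ICT tumours had 2934 to 6755. PBS tumours had 3078 to 7369, so much of the difference rests on tumours 63 and 82. The marker scores of monocytes, macrophages and neutrophils rose with ICT by 1.14, 1.34 and 1.34 (permutation test, adjusted p=0.00212, 0.00275 and 0.00242 over 25 lists). For all of these lists the 10 ICT tumours were above the PBS median. The NK cell and dendritic cell scores rose by 0.689 and 0.872 without passing adjustment (permutation test, adjusted p=0.0715 and 0.0659), and the T cell score did not rise (-0.173, adjusted p=0.893). Foxp3, the gene of the regulatory T cell transcription factor, fell by 0.80 on the log2 scale (standard error 0.14, edgeR adjusted p=0.000867), and 9 of 10 ICT tumours were below every PBS tumour.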

ICT treatment significantly increased the absolute immune score compared to untreated tumours, indicating enhanced immune cell infiltration (**Figure 3B** p=0.003). Although the combination treatment increased immune infiltration compared to control tumours (p=0.003) this change was not significantly different to ICT alone, indicating the effect on immune cell infiltration was largely driven by the ICT component of the combination (p=0.28). 

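Between tretinoin+ICT and PBS, Ptprc differed by 0.705 VST units (permutation test, p=0.00048, adjusted p=0.00288), and all 10 tumours given the combination were above the PBS median. Between tretinoin+ICT and ICT it differed by 0.232 units (permutation test, p=0.336, adjusted p=0.403), less than the SD of 0.629 between ICT tumours. The difference between tretinoin+ICT and tretinoin was 0.579 units (exact permutation test, p=0.00467, adjusted p=0.014). In a test of whether tretinoin changed Ptprc more with ICT than without, the interaction was 0.106 units (permutation test, p=0.712). From the absence of a significant difference between the combination and ICT alone, the paper reasons that infiltration was driven mainly by ICT.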

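Between tretinoin+ICT and PBS, the scores of monocytes, macrophages, neutrophils and NK cells were higher by 1.83, 1.78, 1.62 and 1.10 (permutation test, adjusted p=0.00015, 0.000167, 0.00015 and 0.000393 over 25 lists). The T cell and CD8 T cell scores were higher by 0.254 and 0.321 and did not pass adjustment (permutation test, p=0.442 and 0.282). Between tretinoin+ICT and tretinoin, the monocyte, macrophage and neutrophil scores were higher by 1.20, 0.924 and 1.66 (exact permutation test, adjusted p=0.0122, 0.0281 and 0.000271). In the comparison of tretinoin+ICT with ICT, no list of T cells, NK cells, B cells, monocytes, macrophages, dendritic cells or neutrophils passed adjustment. The B cell score differed by 0.831 (permutation test, p=0.0622, adjusted p=0.232) and the monocyte score by 0.691 (permutation test, p=0.0337, adjusted p=0.168). The macrophage and neutrophil scores differed by 0.443 and 0.279 (permutation test, adjusted p=0.34 and 0.581).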

While the combination of tretinoin and ICT increased the relative and absolute frequency of most immune populations when compared to untreated or tretinoin treated tumours, this effect was again largely driven by ICT as there was no significant difference between ICT monotherapy and the dual combination (**Supplementary Figure 4**).

**Figure 3:**
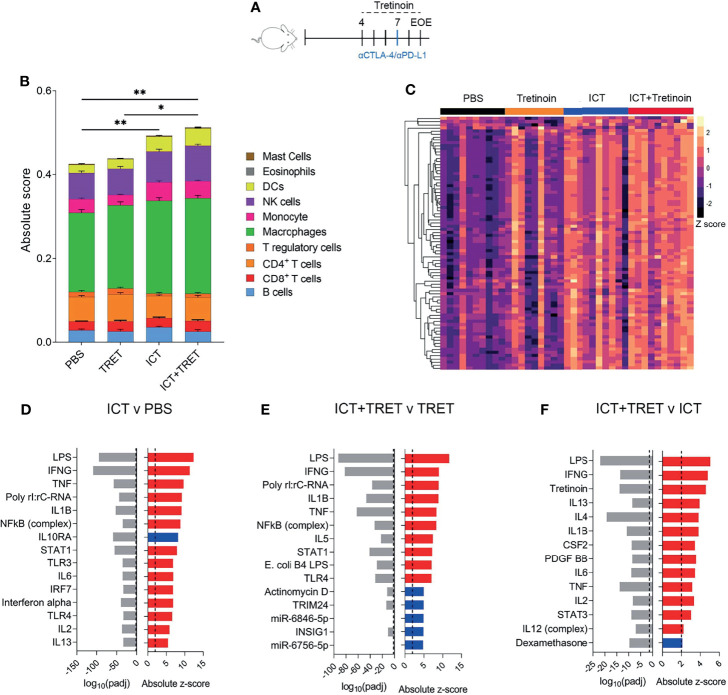
The addition of tretinoin to ICT increases the expression of inflammatory genes and enhances immune infiltration compared to respective monotherapies. **(A)** Experimental design. Mice bearing AB1-HA tumours were treated with PBS, TRET, ICT or TRET+ICT. TRET treatment commenced day 4 (tumour size ~4 mm ^2^) for a total of 4 doses (5 mg/kg) and ICT commenced day 7 (anti-CTLA-4+anti-PDL1) with samples collected on day 9 and RNAseq performed. **(B)** Absolute immune score of tumours as determined by CIBERSORT. **(C)** Heatmap of interferon stimulated genes. Counts were VST normalized and Z scaled. **(D)** Positive (red) or negative (blue) upstream regulators of differentially expressed genes between ICT treated versus control tumours and associated p value (grey). **(E)** Upstream regulators of the differentially expressed genes between TRET+ICT treated tumors versus TRET monotherapy. **(F)** Upstream regulators of differentially expressed genes between TRET+ICT treated tumours and ICT monotherapy treated tumours. PBS (n=10), TRET (n=9), ICT (n=10) or TRET+ICT (n=10). Significance determined using a Mann-Whitney U test corrected for multiple comparisons. *p < 0.05 **p < 0.01.

Having found only discrete differences in cellular infiltrates for the tretinoin/ICT combination over ICT alone, we queried whether biological pathways were differentially active between the treatment arms. As inflammation and interferon related genes are known to be crucial for a robust response to ICT (9, 36) and we found them to be induced by tretinoin (**Figure 1**), we assessed the expression of interferon stimulated genes across the treatment groups. Untreated control tumours had low expression of interferon stimulated genes (**Supplementary Table 5**), as expected, with tretinoin treated inducing a small increase in expression (**Figure 3C**). 

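The score over the 82 listed genes found was -0.836 ± 0.49304 (SD, n=10) in PBS tumours and -0.218 ± 0.872 (SD, n=9) in tretinoin tumours. The difference of 0.618 was smaller than the SD between tretinoin tumours (exact permutation test, p=0.0716, adjusted p=0.0895 over 5 comparisons). Of the 9 tretinoin tumours, 6 were above the PBS median and 3 above every PBS tumour. With VST values averaged without scaling each gene, the difference was 0.428 VST units (exact permutation test, p=0.0491, adjusted p=0.0614), the alternative that moved this result most. Between pairs of name series, the median log2 fold change of the listed genes was between 0.32 and 0.50.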

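ICT tumours had an interferon gene score of 0.200 ± 0.804 (SD, n=10), higher than that of PBS tumours by 1.04 (permutation test, p=0.00392, adjusted p=0.0165), and 9 of 10 were above the PBS median. The score of tretinoin+ICT tumours was 0.832 ± 0.519 (SD, n=10). It was higher than after ICT by 0.633 (permutation test, p=0.0475), which did not pass adjustment over the 5 comparisons (adjusted p=0.0791), and 8 of 10 tumours were above the ICT median. Against tretinoin alone the difference was 1.05 (exact permutation test, p=0.00661, adjusted p=0.0165), with all 10 tumours above the tretinoin median. Against PBS it was 1.67 (permutation test, p=3.0e-05), and 9 of 10 tumours were above every PBS tumour. The estimated effect of tretinoin was similar with and without ICT (0.633 and 0.618), with an interaction of 0.0144 (permutation test, p=0.978). Neither effect passed adjustment and the tumours spread widely, so a difference between the effects is not excluded.

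**Figure D2:**
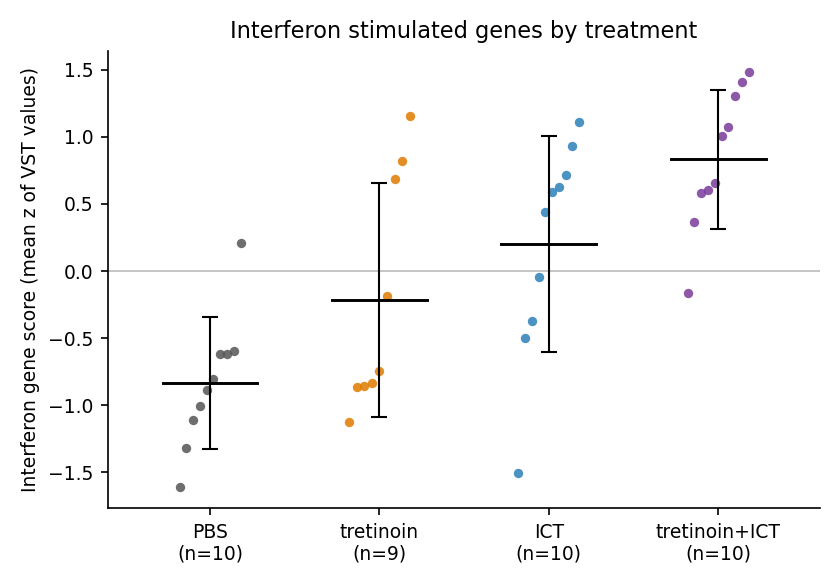
Interferon gene score of each tumour, in units of z, by treatment group. Points are tumours, horizontal lines are group means and bars are SD, and the means rise from -0.836 after PBS to 0.832 after tretinoin+ICT while the groups overlap.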

ICT treated tumours had high expression of these genes, which was further augmented by the addition of tretinoin, with most tumors expressing high levels of IFNγ genes.

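Between ICT and PBS tumours, 323 genes were upregulated and 9 downregulated. DESeq2 at the same thresholds called 426 upregulated and 36 downregulated. Of the 82 interferon stimulated genes, 81 had a higher mean after ICT, 69 passed an edgeR adjusted p below 0.05 (75 with adjustment over the list alone), and 20 also passed the fold change minimum. Their median log2 fold change was 0.59. Irf7, a type I interferon response factor (ENSMUSG00000025498.15, chromosome 7, 141262706 to 141266481), rose by 0.47 on the log2 scale (standard error 0.12, edgeR adjusted p=0.00889). Myd88 and Sectm1a, the listed genes with the smallest adjusted p, rose by 0.44 and 1.93 (edgeR adjusted p=0.00186 and 0.00212). Il6 rose by 0.93 (edgeR adjusted p=0.00381), whereas Tnf and Il1b did not pass adjustment (log2 fold changes 0.37 and 0.49, edgeR adjusted p=0.375 and 0.218). Cd274 rose from 862 ± 517 to 3176 ± 2576 normalized counts (log2 fold change 1.88, edgeR adjusted p=0.00688). Among the genes with the largest rises were F10, Pdcd1lg2 and Nos2, with log2 fold changes of 3.24, 3.18 and 3.01. The processed pseudogenes Rpl35a-ps4 and Gm8172 rose most, but each on 2 ICT tumours with at least 10 times its median count, and they are reported as uncertain. Izumo1r and Dio3 fell by 1.30 and 1.23 (edgeR adjusted p=0.00203 and 0.00271). Gm8797 fell by 2.97 with edgeR owing to 1 PBS tumour and rose by 0.10 with DESeq2. The camera test gave p=2.6e-24 at a correlation between genes of 0.01 and p=0.107 at the estimated 0.795.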

Using Ingenuity upstream regulator analysis, we found that pathways associated with type I and type II interferon signalling were associated with an ICT treated tumour, consistent with previous reports (36, 37) (**Figure 3D**). Similarly, the addition of ICT to tretinoin upregulated genes associated with Toll-like receptor signalling and type I and II interferon activation (**Figure 3E**). 

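With ICT added to tretinoin, 269 genes were upregulated and 31 downregulated compared with tretinoin alone. DESeq2 called 384 upregulated and 95 downregulated. The count depended on the tretinoin series. Against tretinoin series 3, tretinoin+ICT series 2 and 4 gave 19 and 17 upregulated genes, and against series 7 they gave 211 and 257. Of the interferon stimulated genes, 81 of 82 had a higher mean, 39 passed an edgeR adjusted p below 0.05 (60 over the list alone) and 9 also passed the fold change minimum, with a median log2 fold change of 0.52. Myd88, which encodes an adaptor of Toll-like receptors (ENSMUSG00000032508.8, chromosome 9, 119335934 to 119341411), had 1535 ± 312 normalized counts after tretinoin+ICT and 1084 ± 160 after tretinoin (log2 fold change 0.50, standard error 0.11, edgeR adjusted p=0.00539). Mvp and Ccl2, further listed genes, rose by 0.45 and 1.26 (edgeR adjusted p=0.00478 and 0.0124). Il1b and Il6, which Toll-like receptor signalling induces, rose by 1.08 and 1.56 (edgeR adjusted p=0.0159 and 0.00929). Irf7 rose by 0.43 (edgeR adjusted p=0.0298). Tnf did not pass adjustment (0.28, edgeR adjusted p=0.483). Ifnb1 had at most 1.15 normalized counts in any of these tumours and was not tested. Plet1, Nos2 and Chil3 were among the largest rises, with log2 fold changes of 2.99, 2.76 and 2.46. Krtap15 had a log2 fold change of 4.20 with edgeR and an adjusted p of 0.308 with DESeq2, with counts of 0 in tumours of both groups. Gm5620 and Hspd1-ps3, processed pseudogenes with far higher counts in 2 tretinoin tumours each, had the largest falls and are reported as uncertain. Inmt and Cyp26b1 fell by 1.93 and 1.27 (edgeR adjusted p=0.00043 and 4.58e-05). The camera test gave p=2.2e-20 at a correlation between genes of 0.01 and p=0.139 at the estimated 0.788.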

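With tretinoin added to ICT, 52 genes were upregulated and 4 downregulated compared with ICT alone. DESeq2 called 124 upregulated and 13 downregulated. Pairs of single series, with fewer tumours, gave between 6 and 9 upregulated and at most 2 downregulated genes. Of the interferon stimulated genes, 79 of 82 had a higher mean, with a median log2 fold change of 0.33. None passed an edgeR adjusted p below 0.05 over all genes or over the list alone. Pml and Wars, with the smallest adjusted p on the list, had log2 fold changes of 0.23 and 0.74 (edgeR adjusted p=0.0766 and 0.0844). Both passed with DESeq2 (adjusted p=0.0386 and 0.0213). Tnf had 315 ± 128 normalized counts after tretinoin+ICT and 239 ± 134 after ICT (log2 fold change 0.40, standard error 0.32, edgeR adjusted p=0.49). Il1b and Il6 had log2 fold changes of 0.54 and 0.10 (edgeR adjusted p=0.309 and 0.879). The chemokine gene Ccl24 (ENSMUSG00000004814.10, chromosome 5, 135569937 to 135573049) rose from 59.7 ± 32.9 to 336 ± 280 normalized counts (log2 fold change 2.49, standard error 0.45, edgeR adjusted p=0.00308). Chil3, a gene of alternatively activated macrophages, and G0s2, a lipolysis inhibitor gene, rose by 2.27 and 2.17 (edgeR adjusted p=0.0326 and 5.33e-06). Atp6v0d2 fell by 1.26 (edgeR adjusted p=0.0385). Of the Supplementary Table 3 genes, which were selected in the comparison of tretinoin with PBS, 102 of 103 tested had a higher mean, 21 passed an edgeR adjusted p below 0.05 (56 over the list alone) and 10 also passed the fold change minimum. The inflammatory response score was 0.903 ± 0.555 (SD, n=10) after tretinoin+ICT and -0.0658 ± 0.669 (SD, n=10) after ICT, a difference of 0.969 (permutation test, p=0.00288, adjusted p=0.00761 over 15 lists), with all 10 tumours above the ICT median. The antigen presentation list on MHC class II differed by 0.665 without passing adjustment (permutation test, adjusted p=0.0849), and the cellular response to interferon-beta list by 0.802 (adjusted p=0.0166). The camera test gave p=1.8e-16 at a correlation between genes of 0.01 and p=0.179 at the estimated 0.769. From its regulators of these genes, the paper concludes that the combination increased inflammation over ICT alone.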

The addition of tretinoin to ICT further increased the expression of genes activated by IFNγ, TNFα and other cytokines associated with inflammation (**Figure 3E**), confirming that the combination treatment increased inflammation over ICT alone.

### Activation of Inflammation Distinguishes Responders From Non-Responders Following Tretinoin/ICT Combination Therapy

While the addition of tretinoin to combination CTLA4/PD1 blockade increased the response rate and survival in mice, a proportion (30-40%) of mice still did not respond. To investigate the differences between responders (R) and non-responders (NR) to combination tretinoin/ICT therapy, we utilized the bilateral tumour model (8, 9). Mice were bilaterally inoculated with AB1HA and treated with the staggered tretinoin and ICT schedule (**Figure 4A**). One tumour was then surgically resected five days after the start of tretinoin, which was two days after ICT treatment commenced, with the other tumour remaining *in situ* as an indicator of response (**Figure 4B**). RNAseq was then performed on the excised tumour. 

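The sequenced tumours are the 10 of the tretinoin+ICT group described above, 6 from mice that responded and 4 from mice that did not, as the deposited labels record. The legend of Fig. 4 gives 5 mg/kg tretinoin without a number of doses, and the labels give 5 doses of 5 mg/kg. The authors counted reads on genes as for the other groups. Total counts ranged from 15565521 to 37951183 in responders, with a median of 18811841, and from 17536099 to 19370154 in non-responders, with a median of 18237335. The highest total belongs to responder 45. Low-count filtering and testing were as for the treatment groups, with 14604 genes tested. The legend states that counts for the principal component analysis were batch corrected, and the paper's text does not name the batch. Of the 2 name series, series 2 holds 2 responders and 3 non-responders and series 4 holds 4 responders and 1 non-responder. Series were not removed except in a named alternative. With 6 tumours against 4, an exact permutation test cannot give a p below 0.00476.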

Principle component analysis showed a slight separation of responders from non-responders, indicating a difference in the transcriptomic profile between the groups (**Figure 4C**) and differential gene expression analysis identified 379 genes upregulated and 55 genes downregulated in responders compared to nonresponders. 

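In a principal component analysis of the 500 most variable genes of these tumours, PC1 held 40.9% and PC2 14.6% of the variance. Responders and non-responders differed on PC1 by 13.2 units (exact permutation test, p=0.257) and on PC2 by 9.96 units (exact permutation test, p=0.114). On PC2, 4 of 6 responders were above every non-responder. With the name series removed by a least squares fit that also held response, the PC1 difference was 18.4 units (exact permutation test, p=0.0857). That fit used the real response labels and was not repeated for the permuted ones, so this p may be too small. All genes passing the low-count filter gave 27.9 units on PC1 (exact permutation test, p=0.0524), with 4 of 6 responders above every non-responder. They gave 3.45 units on PC2 (exact permutation test, p=0.719). Log2 CPM values gave 18.5 units on PC1 (exact permutation test, p=0.376).

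At an edgeR adjusted p below 0.05 and an absolute log2 fold change of at least 1, 0 genes were upregulated and 0 downregulated in responders, and the smallest adjusted p was 0.068. At an unadjusted p below 0.05, 3302 genes passed, of which 202 were higher and 29 lower in responders by at least 1 on the log2 scale. DESeq2 at the same thresholds called 142 genes upregulated and 15 downregulated, the alternative set before the counts were examined that moved the result most over all 10 tumours. With each tumour left out in turn, edgeR called from 0 to 181 genes upregulated and from 0 to 24 downregulated. The highest numbers came without responder 43. Of the genes the paper lists as upregulated in responders, 378 were found, and all 378 had a higher mean in responders with a median log2 fold change of 0.82. Of these, 93 had a log2 fold change of at least 1 and 375 a fold change of at least 1.5.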

Using pathway analysis (**Figure 4D**, **Supplemental Table 4**) and gene set enrichment analysis (**Figure 4E**), we found that the tumours of responders were enriched for inflammatory and immunological pathways and unsupervised clustering on the Hallmarks inflammatory gene set separated most responders from non-responders (**Figure 4F**). 

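The Hallmark gene sets were not used here. The 113 genes found of Supplementary Table 4, which the paper selected in this same comparison, all had a higher mean in responders, with a median log2 fold change of 0.82. None passed an edgeR adjusted p below 0.05 over all genes, and all 113 passed over the list alone. DESeq2 passed 108 over all genes. The Supplementary Table 3 genes were selected in other tumours, those given tretinoin or PBS alone. Of the 106 tested, 102 had a higher mean in responders, 0 passed over all genes with edgeR and 71 over the list alone, with a median log2 fold change of 0.62. DESeq2 passed 54 over all genes. The inflammatory response score of these genes was 1.23 ± 0.470 (SD, n=6) in responders and 0.418 ± 0.177 (SD, n=4) in non-responders, a difference of 0.809 (exact permutation test, p=0.0143, adjusted p=0.0429 over 15 lists), and 5 of 6 responders were above every non-responder. Within name series 2 the difference was 1.07 and within series 4 it was 0.698, each too small for a test that could pass. The immune response and innate immune response scores differed by 0.832 and 0.775 with the same exact permutation p. The list for MHC class II antigen presentation differed by 0.998 (exact permutation test, p=0.019, adjusted p=0.0429). The interferon-gamma response list differed by 0.648 (exact permutation test, p=0.0333, adjusted p=0.0455), with 4 of 6 responders above every non-responder. Of the 15 lists, 2 did not pass adjustment: the interferon-beta list, which differed by 0.581 (exact permutation test, p=0.0476, adjusted p=0.051), and the fat cell differentiation list, by 0.230 (exact permutation test, p=0.333). The score of the 82 interferon stimulated genes was 1.03 ± 0.459 (SD, n=6) in responders and 0.538 ± 0.514 (SD, n=4) in non-responders, a difference of 0.491 about the size of the SD in either group (exact permutation test, p=0.148). With each tumour left out in turn it was between 0.257 and 0.669 (exact permutation test, p from 0.0714 to 0.405). It was 0.435 within series 2 and 1.10 within series 4.

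**Figure D3:**
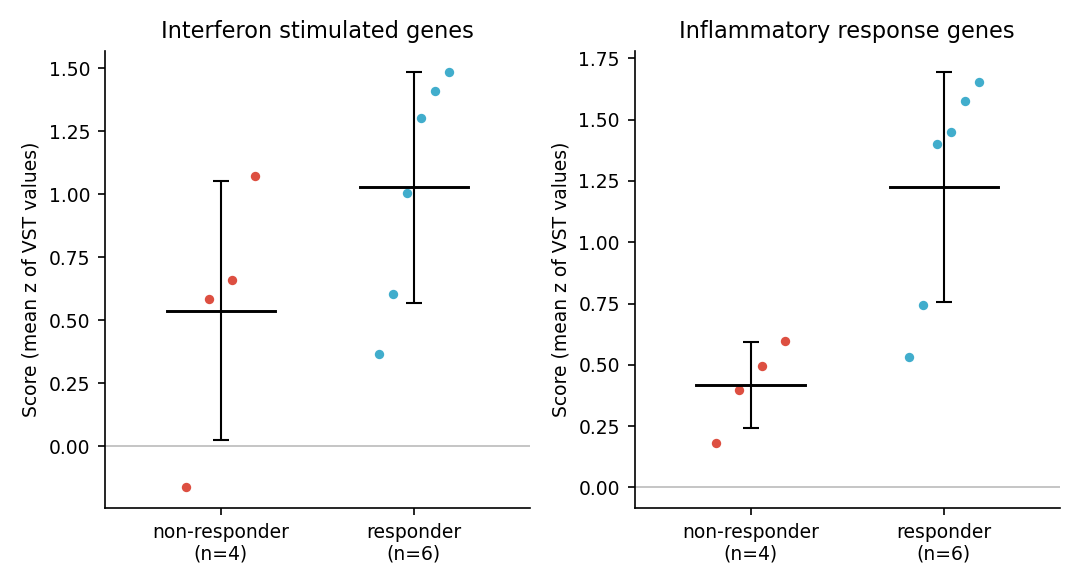
Scores, in units of z, of the interferon stimulated genes of Supplementary Table 5 (left) and of the inflammatory response genes of Supplementary Table 3 (right) in 4 non-responders and 6 responders. Points are tumours, horizontal lines are means and bars are SD; in the right panel 5 of 6 responders lie above every non-responder, and in the left panel 3 do.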

Lastly, we investigated whether this inflammatory immune-related expression profile seen in responders was associated with a specific immune cell population. CIBERSORT RNAseq deconvolution showed no difference in the proportions of myeloid or lymphoid immune cells between responders and non-responders (**Figure 4G**) indicating that phenotype of these cells rather than the immune composition of the tumour is associated with treatment outcome, although it is possible that at later time points differences in cellular content will occur.

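Marker lists of cell types were scored in responders and non-responders, as transcript levels in the whole tumour and not as fractions. No list passed adjustment over the 25 lists, with a smallest adjusted p of 0.106. With 6 tumours against 4, a single list cannot pass adjustment over 25 lists however well it separates the groups. The macrophage score was 1.12 ± 0.247 (SD, n=6) in responders and 0.277 ± 0.249 (SD, n=4) in non-responders. All 6 responders were above every non-responder, which gives the smallest p this design allows (exact permutation test, p=0.00476). Within name series 2 and 4 the difference was 0.913 and 0.825. The CD4 T cell and T cell scores, of 1 and 3 genes, were higher in responders by 1.52 and 1.16 (exact permutation test, p=0.019 and 0.0381). The dendritic cell score was higher by 1.11 (exact permutation test, p=0.0333) and the regulatory T cell score by 0.948 (exact permutation test, p=0.0333). The CD8 T cell, B cell, NK cell and neutrophil scores differed by 0.587, 0.558, 0.574 and 0.711 (exact permutation test, p=0.176, 0.357, 0.143 and 0.0714). Ptprc was higher by 0.443 VST units (exact permutation test, p=0.0571, adjusted p=0.0857 over 6 comparisons). From the unchanged CIBERSORT proportions, the paper reasons that the phenotype of the immune cells rather than their composition goes with treatment outcome.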

**Figure 4:**
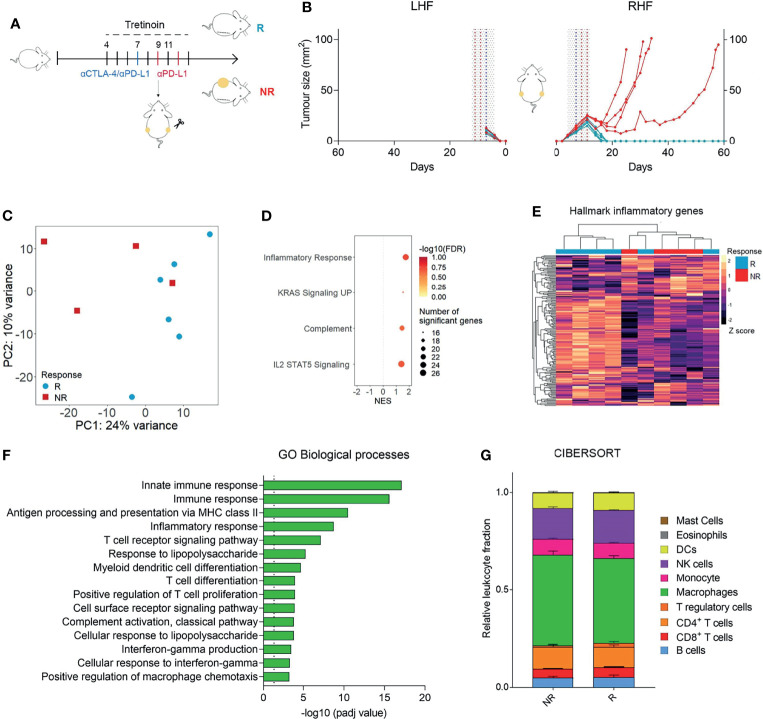
Responding tumours to ICT/ATRA treatment are enriched for inflammatory, IFNy related genes. **(A)** Experimental design. Mice were inoculated bilaterally with AB1-HA and treated with tretinoin (5 mg/kg) followed by αCTLA-4 and αPD-L1 as indicated (tumour size start of treatment ~4 mm^2^). One tumour was surgically resected on day 9 and analysed using RNAseq. The remaining tumour was monitored for treatment outcome; responders (R, blue n=6) or non-responders (NR, red, n=4). **(B)** Tumour growth curves of the unresected right hind flank (RHF) or resected left hind flank (LHF). **(C)** PCA plot of R and NR to tretinoin/ICT. Counts were VST normalized and batch corrected. **(D)** GO biological processes upregulated in responders.**(E)** GSEA analysis of hallmark gene sets upregulated (positive NES) or down regulated (negative NES) in R compared to NR. **(F)** Heatmap displaying the expression of hallmark inflammatory genes, VST normalized and Z scored. **(G)** Relative fractions of cell populations as determined by CIBERSORT.

These data show that tretinoin/ICT combination therapy induces higher levels of inflammatory and immune related pathways in responding mice compared to non-responders. This increased expression of key genes and pathways may be sufficient to drive elimination of the tumour in responders while the lower expression is insufficient induce a robust anti-tumour immune response in non-responders.

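Among single genes of inflammation, Tnf had 369 ± 124 normalized counts (SD, n=6) in responders and 232 ± 94.0 (SD, n=4) in non-responders (log2 fold change 0.67, standard error 0.30, edgeR adjusted p=0.211). Il6 had 74.8 ± 44.0 and 38.0 ± 13.4 (log2 fold change 0.98, standard error 0.43, edgeR adjusted p=0.205). Il1b and Irf7 hardly differed, with log2 fold changes of 0.10 and 0.04 (edgeR adjusted p=0.892 and 0.915). Cd274 had 6469 ± 2395 in responders and 3174 ± 1169 in non-responders (log2 fold change 1.03, standard error 0.33, edgeR adjusted p=0.11), and passed with DESeq2 (adjusted p=0.012). Of the interferon stimulated genes, 77 of 82 had a higher mean in responders and 0 passed adjustment over all genes or over the list. Tmem140 and Parp14 had the smallest adjusted p, with log2 fold changes of 0.61 and 0.39 (edgeR adjusted p=0.0862 and 0.092), and in both 5 of 6 responders were above every non-responder. The camera test gave p=1.1e-11 at a correlation between genes of 0.01 and p=0.273 at the estimated 0.734. From the pathways enriched in responders, the paper concludes that the combination induced more inflammation in responding mice.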

### Tretinoin Improves the Anti-Tumour Response to Anti-GITR and Anti-OX40 ICT

Though anti-CTLA-4 and anti-PD-1/PD-L1 are the most clinically utilized immune checkpoint antibodies, there has been robust investigation into the effectiveness of other immune checkpoint targeting antibodies to stimulate an anti-tumour immune response. Agonistic checkpoint antibodies anti-GITR and anti-OX40 have demonstrated strong efficacy as standalone mediators of an anti-tumour response *in vivo* (38) and are in clinical development (39, 40). We next aimed to establish whether tretinoin increased the efficacy of anti-GITR and anti-OX40 therapy. AB1-HA-bearing mice were treated with anti-GITR or anti-OX40 alone or in combination with tretinoin. Neither monotherapy induced a significant anti-tumour immune response (**Figure 5**). However, there was a strong benefit of the addition of tretinoin to anti-OX40, which produced 4/5 complete responses compared to 0/5 for anti-OX40 alone (**Figures 5B, C**). The dual combination of anti-OX40 and tretinoin significantly improved survival (, p=0.0019 against anti-OX40 and p=0.0090 against tretinoin), with delayed tumour growth compared to either treatment alone (, p<0.001 for both comparisons). While the addition of tretinoin to anti-GITR did not enhance survival, there was a significant delay in tumour growth (p<0.001 against tretinoin, p=0.017 against αGITR using mixed model ANOVA) indicating some benefit of the combination treatment.

**Figure 5:**
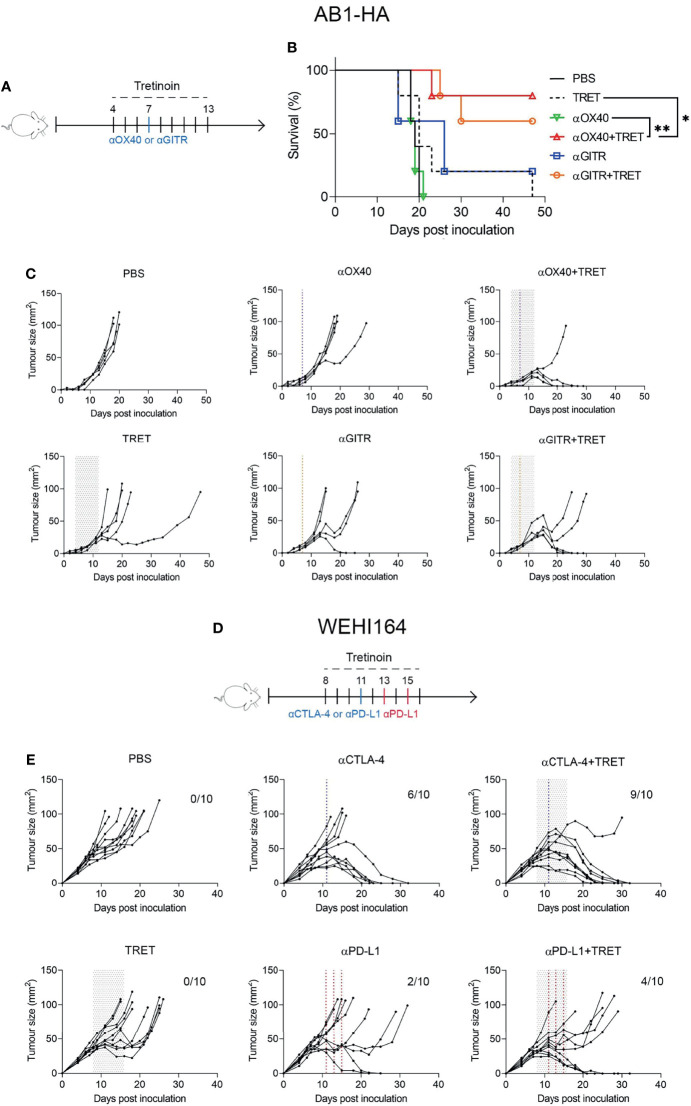
Tretinoin improves the anti-tumour efficacy of single agent ICT in AB1-HA mesothelioma and WEHI164 fibrosarcoma. **(A)** Experimental design. AB1-HA bearing mice were treated with anti-GITR (αGITR) or anti-CD40 (αOX-40) antibodies (day 7), with or without tretinoin dosed in the staggered schedule beginning on day 4 when tumours were ~4 mm^2^ (n=5) . **(B)** Individual tumour growth curves. **(C)** Survival of AB1-HA bearing mice. **(D)** Experimental design. Mice bearing WEHI-164 were treated with CTLA4 (αCTLA-4) or anti-PD-L1 (αPD-L1) on day 11, with or without staggered tretinoin commencing on day 8 when tumours were ~40 mm^2^ (n=10). **(E)** Individual tumour growth curves of WEHI164 inoculated mice treated with ICT and TRET. The log-rank test was used for survival analysis and a mixed model ANOVA for tumour growth analysis. *p < 0.05 **p < 0.01.

### Tretinoin Improves ICT Efficacy in the WEHI-164 Fibrosarcoma Model

Lastly, we investigated whether we could validate the efficacy of combining tretinoin with ICT in a second model, and with anti-PD-L1 or anti-CTLA-4 monotherapy, rather than the combination, since ICT is often given as monotherapy in many indications, particularly in the case of antibodies against PD1/PD-L1. For this reason, we chose the WEHI-164 fibrosarcoma model, which displays intermediate sensitive to monotherapy ICT. BALB/c mice were inoculated subcutaneously with WEHI-164 and treated with anti-PD-L1 or anti-CTLA-4 with or without tretinoin administered using the staggered schedule. Interestingly, the addition of tretinoin changed the response profiles, increasing response rate from 6/10 to 10/10 and increasing the cure rate from 6/10 to 9/10 (**Figures 5D, E**). Similarly, although to a lesser extent, this was seen for anti-PD1, increasing response rate from 2/10 to 5/10 and complete cures from 2/10 to 4/10 (**Figure 5E**). Mixed model ANOVA analysis showed that the addition of tretinoin to αCTLA4 significantly delayed tumour growth compared both anti-CTLA-4 monotherapy (p=0.014) and tretinoin monotherapy (p<0.001).

## Discussion

Together, our data demonstrate that in addition to previously reported peripheral depletion of immunosuppressive MDSCs (14, 15), tretinoin induces an ICT responsive tumour microenvironment characterized by inflammation, CD8^+^ T cell infiltration, and decreased accumulation of intra-tumoural Tregs. Additionally, the level of inflammation induced by the combination treatment is associated with response, as complete responders to the ICT/Tretinoin combination were enriched for inflammatory and IFNy related genes when compared to non-responders.

Alongside its direct anti-tumour capability (41), tretinoin has a range of immunomodulatory effects that can decrease immunosuppression (13). Tretinoin has been reported to induce the differentiation of immunosuppressive MDSCs into non-immunosuppressive macrophages or dendritic cells (14, 15). As high levels of MDSCs are associated with a decreased response to ICT (42, 43), depleting these cells prior to the commencement of immunotherapy could improve response and this strategy has shown promise *in vivo* (29). While we did not see the depletion of MDSCs within the tumour microenvironment, both granulocytic and monocytic MDSCs were depleted in the spleen, consistent with other reports (29, 30). Tretinoin is also a powerful regulator of Treg activity and can induce Foxp3 expression in peripheral CD4^+^ T cells, converting them to Tregs as well as increase the number of tumour infiltrating Tregs (12, 44), although we saw no changes to CD4^+^ Treg and non-Treg populations.

Similar to our findings, it has been previously reported that tretinoin can increase CD8^+^ T cell infiltration into the tumour (11). Tretinoin treated CD8+ T cells also have increased expression of effector molecules, IFNy, granzyme B, perforin and increased presence of cell migration markers (11, 12). As higher levels of CD8^+^ T cells are associated with a better response to ICT (31, 45), the positive effects of tretinoin on CD8^+^ T cell infiltration could be exploited to enhance ICT efficacy. While the effects of tretinoin on immune cell populations are well known, the effects of tretinoin on the transcriptomic profile of a whole tumour has been less studied. We performed RNAseq to characterize the transcriptomic changes induced by tretinoin and found that tretinoin treated tumours were enriched for inflammatory and IFNy related genes and pathways. This is in line with another study that found tretinoin upregulated genes associated with IFN response and antigen presentation (46).

Increased T cell infiltration, inflammation and decreased MDSC frequencies are characteristics of an immunogenic ‘hot’ tumour microenvironment (47). Inflammatory ‘hot’ tumours are more responsive to ICT (36, 48) and this phenotype could be used as a clinical biomarker for ICT response. However not every tumour has an inflammatory, ICT sensitive phenotype, with as low as 5% and as high as 50% of patients having a pre-existing inflammatory gene signature, depending on cancer type (49, 50). Therefore, it is necessary to investigate ways to therapeutically induce this gene expression profile which in turn could increase the number of a patients that respond to ICT. The validity of this strategy has been demonstrated *in vivo*, with the intratumoural administration of vaccines or recombinant cytokines able to improve ICT efficacy through the induction of an inflammatory phenotype (9, 51). The clinical translation of these treatment protocols are limited, as intratumoural injections are logistically difficult in many cancer types. Our data demonstrate that tretinoin is a useful alternative that can achieve the same effect.

Since it can be administered orally and is already used widely in the clinic, it does not have the disadvantages of intratumoural therapies and it can be translated swiftly into the clinic. Two other *in vivo* studies also demonstrated that the addition of tretinoin to anti-PD-1 improved the anti-tumour immune response in murine models of colon cancer, breast cancer and lung cancer, further confirming the robustness of the results (29, 30). A small clinical trial in melanoma patients investigated treatment of tretinoin at high dose during 4 days surrounding the dosing of either anti-CTLA4 or anti-PD1, which showed excellent tolerability (52). We are the first to show that tretinoin can increase the efficacy of antibodies against the emerging immune checkpoints OX40 and GITR, both of which are in early stage clinical trials (39, 40).

We acknowledge some limitations to our study. To achieve a level of background responsiveness to ICT in the murine models similar to that in patients, treatment had to begin early after inoculation when the tumour size was relatively small. This early induction of therapy is different to the situation in patients, where tumours have developed *in situ* for an extended period. Additionally, tumor size can affect treatment efficacy (53) and although tretinoin had minimal effect on its own, we cannot fully exclude some size-dependent effect between our staggered and concomitant schedule, where treatment (with tretinoin) commenced three days earlier.

Finally, while the combination of tretinoin and ICT was very efficacious, still a proportion (~30%) of mice did not respond to treatment. We utilized the bilateral tumour model (8, 9) to characterize the on-treatment differences in the tumour microenvironment between responders and non-responders. Complete responders to tretinoin/ICT had significantly higher levels of inflammation compared to non-responders. As inflammation is a key contributor to ICT efficacy (48, 54), this suggests that the responders reached a threshold of inflammation which enhanced the anti-tumour immune response enough to induce complete regression, while this was insufficient in non-responders. The magnitude of expression induced by treatment could be utilized as an on-treatment biomarker of response to aid in clinical decision making.

In conclusion, we show that as well as depleting peripheral MDSCs, tretinoin induces an inflammatory, IFN rich, ‘hot’ tumour microenvironment that is sensitive to ICT. Tretinoin pretreatment improves the efficacy of both single and dual agent ICT in both murine mesothelioma and fibrosarcoma. Additionally, the level of inflammation induced by the tretinoin/ICT combination correlates with response, further substantiating the necessity of inflammation for a robust anti-tumour immune response induced by ICT. The clinical availability and tolerability of tretinoin suggests this drug is a good potential candidate to enhance responses to checkpoint blockade.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/, GSE186195.

## Ethics Statement

The animal study was reviewed and approved by Harry Perkins Institute for Medical Research animal ethics committee.

## Author Contributions

CT, TC and EJ contributed equally to this paper. CT, TC, RZ, JS and GW performed mouse experiments. CT, EJ, AB analyzed RNA sequencing data. CT analyzed flow cytometry data. AB, MM, AN, RL, and WL interpreted experiments and critically revised the manuscript. CT, TC and WL wrote a first draft of the paper. RL and WL designed the study, supervised the project and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by Douglas Pharmaceuticals. WL was supported by fellowships from the Simon Lee Foundation, NHMRC (grant names APP1126076 and APP1196605) and Cancer Council WA. The National Centre for Asbestos Related Diseases received funding through the NHMRC Centre of Research Excellence scheme (grant number APP1197652).

## Conflict of Interest

EJ, AB, RZ, RL and WL are co-inventors on patents relating to aspects of this manuscript (WO2016015095A1 and WO2019178650A1). AB, MM, AN, RL and WL have received consultancy fees from Douglas Pharmaceuticals.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Retinoic Acid Induces an IFN-Driven Inflammatory Tumour Microenvironment, Sensitizing to Immune Checkpoint Therapy
**Source:** Front Oncol. 2022 Mar 24;12:849793. doi: 10.3389/fonc.2022.849793
**Supplement:** Supplementary file 2

## SUPPLEMENTARY FIGURES

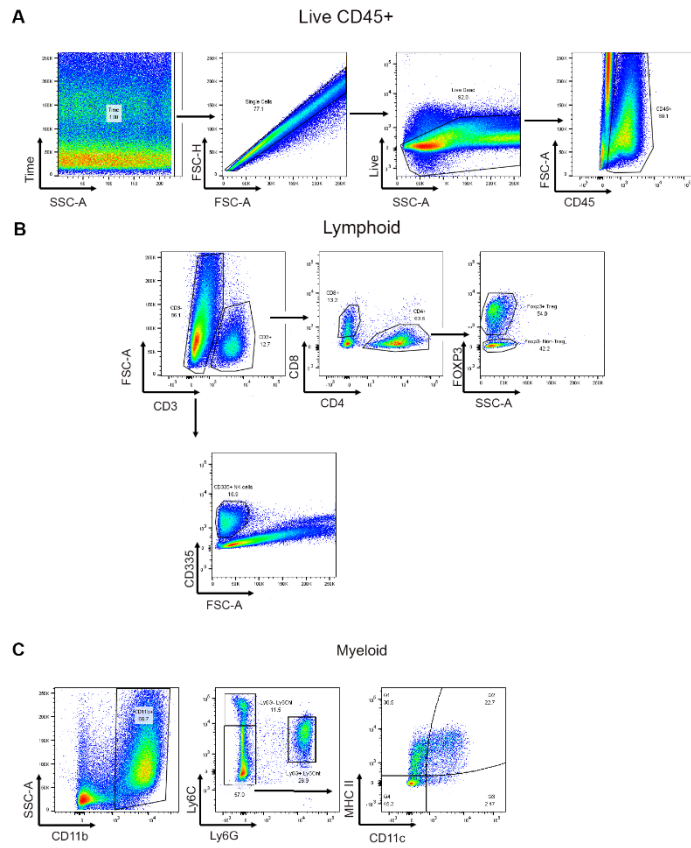

**Supplementary figure 1. Example flow cytometry gating strategy.** (a) Live CD45<sup>+</sup> cells were first selected. Lymphoid (b) or myeloid (c) populations were then gated. Both tumor and spleen samples were gated following this strategy with the above figure showing a representative spleen sample.

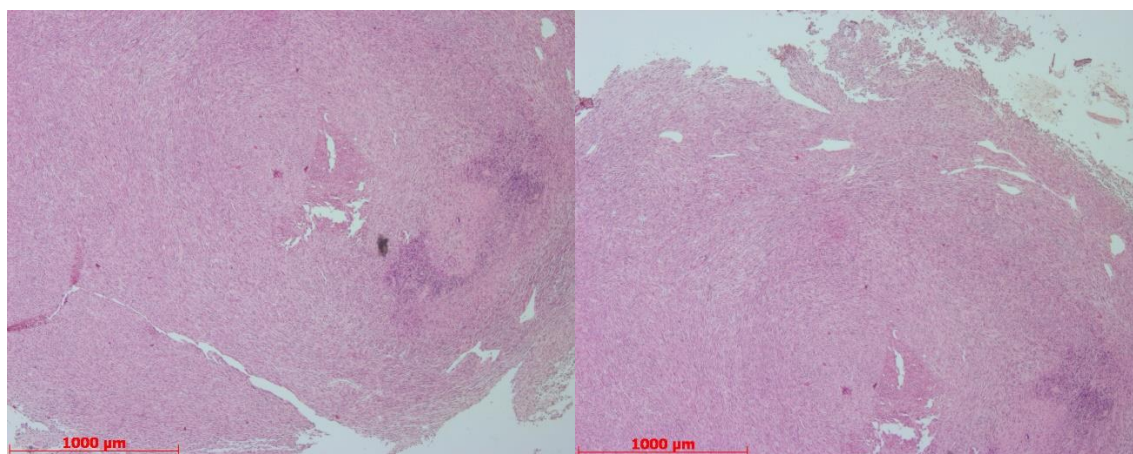

**Supplementary figure 2. H&E stained sections of subcutaneous AB1-HA murine mesothelioma tumors.**

BALB/c mice were inoculated with AB1-HA s.c and tumors excised 9 days post inoculation and embedded in paraffin for histologic analysis. Samples were stained using hematoxylin and eosin.

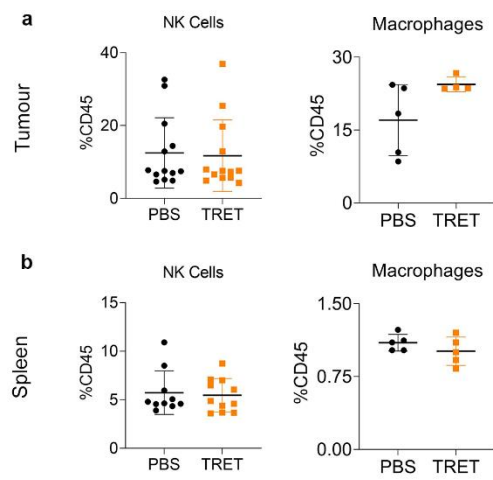

**Supplementary figure 3. Extended flow cytometry data.** Tumour (a) or Spleen (b) cells were gated as in Supplementary figure 1.

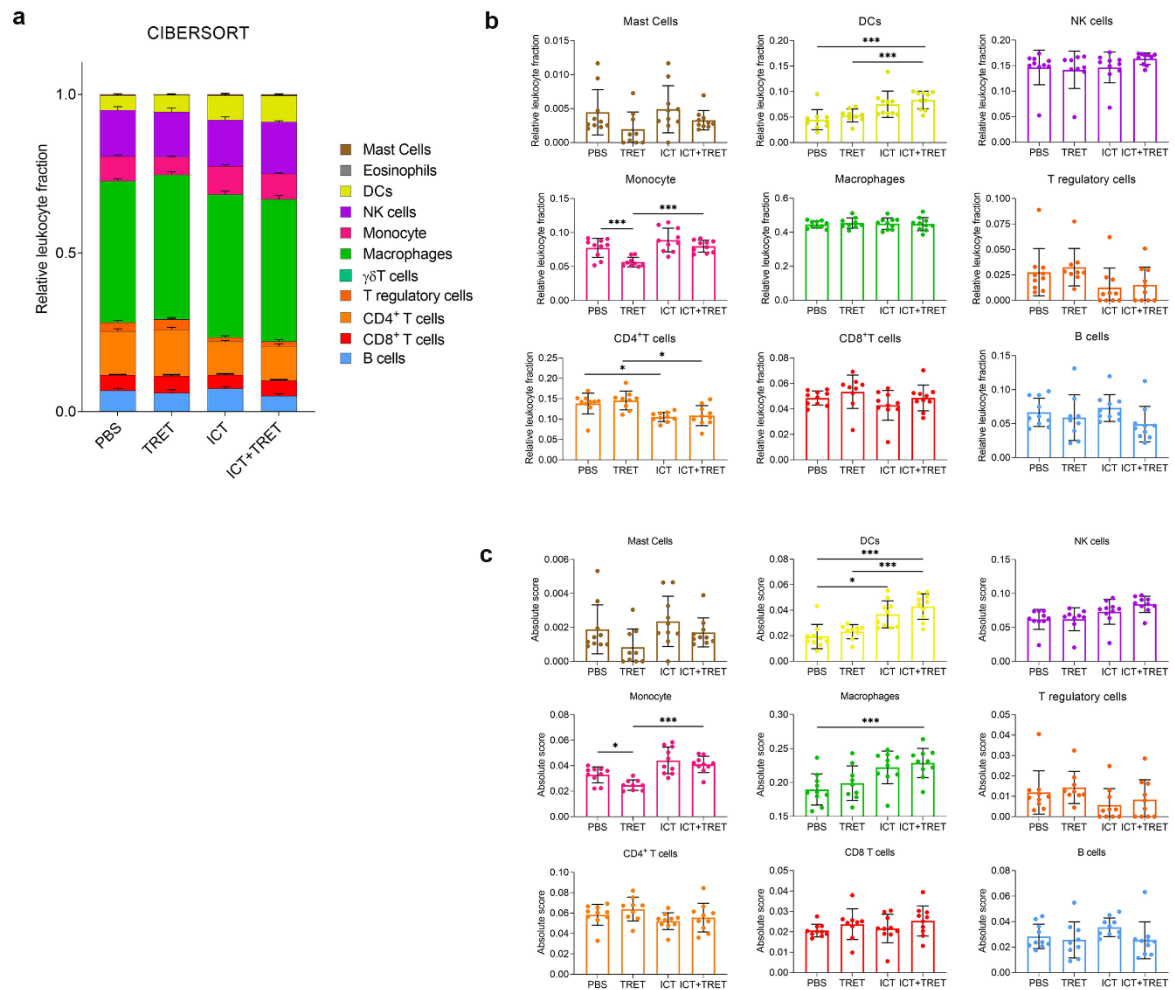

**Supplementary figure 4. Extended CIBERSORT data.** Immune cell populations as determined using CIBERSORT of AB1-HA tumours. (a-b) Relative proportions of immune populations. (c) Absolute proportions of immune cell populations. Significance determined using a Mann-Whitney U test corrected for multiple comparisons. \* $p<0.05$  \*\* $p<0.01$  \*\*\* $p<0.001$

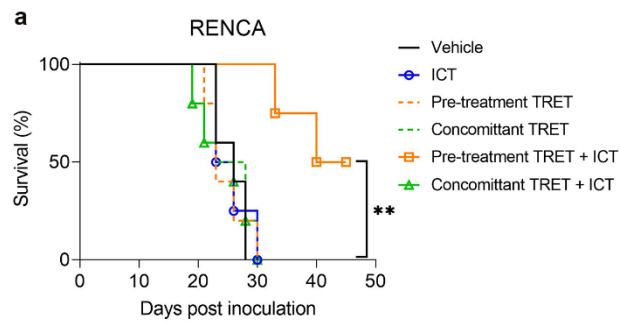

**Supplementary figure 5. Tretinoin pre-treatment sensitizes RENCA to ICT.** (a) Survival curve of RENCA bearing mice treated with  $\alpha$ CTLA-4 on day 12 and  $\alpha$ PD-L1 on day 12, 14 and 16 i.p. Tretinoin was dosed as a pre-treatment regime commencing five days prior to immune checkpoint therapy (ICT) or as a concomitant regime commencing on the same day as ICT and administered at 10 mg/kg in DMSO and soybean oil via oral gavage. The Log-rank test was used for survival analysis \*\* $p < 0.01$ .

**Supplementary table 1. Lymphoid and myeloid flow cytometry panels.**

| <i>Myeloid</i>   |              |              |             |            |
|------------------|--------------|--------------|-------------|------------|
| Marker           | Fluorochrome | Clone        | Company     | Catalogu   |
| <b>CD45</b>      | BUV395       | 30F11        | BD          | 564279     |
| <b>MHC II</b>    | AF700        | M51.114.15.2 | BioLegend   | 107622     |
| <b>CD11b</b>     | BV711        | M1/170       | BioLegend   | 101241     |
| <b>CD11c</b>     | PE-CY7       | N418         | eBioscience | 25-0114-82 |
| <b>LY6C</b>      | BV421        | HK1.4        | BioLegend   | 128032     |
| <b>LY6G</b>      | FITC         | IA8          | BioLegend   | 127606     |
| <b>Zombie UV</b> | Viability    | 1:1000       | -           | Biolegend  |
| <i>Lymphoid</i>  |              |              |             |            |
| <b>CD45</b>      | FITC         | 30F11        | BD          | 553080     |
| <b>CD3</b>       | BUV395       | 145-2C11     | BD          | 563565     |
| <b>CD4</b>       | BV786        | GK1.5        | BD          | 563331     |
| <b>CD8</b>       | PE-CY7       | 53-6.7       | BD          | 553877     |
| <b>CD25</b>      | BV421        | PC61         | BioLegend   | 102043     |
| <b>CD335</b>     | BV711        | 29A1.4       | BioLegend   | 137621     |
| <b>FOXP3</b>     | AF700        | MF-14        | BioLegend   | 126422     |
| <b>ICOS</b>      | PE           | 7E.17G9      | eBioscience | 12-9942-82 |
| <b>Ki67</b>      | BV605        | 16A8         | BioLegend   | 137621     |
| <b>ZombieUV</b>  | Viability    | 1:1000       | -           | Biolegend  |

**Supplementary table 2. Differentially expressed gene analysis using DESeq2.** Genes were considered differentially expressed with an adjusted p value of <0.05 and absolute log fold change  $\geq 1$ .

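The supplement lists, for each comparison, the genes that DESeq2 called upregulated or downregulated. The genes it lists were looked up in the deposited counts by symbol. For tretinoin against PBS, 641 listed upregulated genes were found, and 198 of the 213 genes called here were among them. The listed downregulated genes found were 139, and 18 of the 19 called here were among them. For ICT against PBS, 318 of 323 upregulated and 7 of 9 downregulated calls were on the paper's lists, of which 915 and 115 genes were found. For tretinoin+ICT against ICT, 51 of 52 upregulated and all 4 downregulated calls were listed, out of 271 and 80 found. Every listed gene that was tested with edgeR had the listed direction in these comparisons. DESeq2 gave the listed direction for 268 of the 271 upregulated and 77 of the 80 downregulated genes found for tretinoin+ICT against ICT. Of the listed genes tested, 201 of 551 upregulated by tretinoin, 325 of 825 by ICT and 81 of 233 by tretinoin added to ICT had a log2 fold change of at least 1. A fold change of at least 1.5 was reached by 547, 821 and 228 of them.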

| Comparison                  | Number of differentially expressed genes                            |
|-----------------------------|---------------------------------------------------------------------|
| <b>Tretinoin vs PBS</b>     | 642 upregulated by tretinoin, 140 downregulated by tretinoin        |
| <b>ICT vs PBS</b>           | 916 upregulated by ICT, 115 downregulated by ICT                    |
| <b>Tretinoin+ICT vs ICT</b> | 272 upregulated by Tretinoin+ICT, 83 downregulated by Tretinoin+ICT |

**Supplementary table 3. GO biological pathways enriched in tretinoin treated tumours compared to PBS (control) tumours and the DEG associated with these pathways.**

| Pathway Name                                                                      | Gene Symbols                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Immune response                                                                   | Ccl17; Ccl22; Ccl24; Ccl6; Ccr1; Ccr4; Cd24a; Csf2; Cxcl2; Enpp2; Gbp6; H2-Ab1; H2-B1; H2-DMA; H2-DMb2; H2-Oa; H2-Q10; Il1a; Il5; Irf8; Prg2; Smad3; Tgtp1; Tgtp2; Tinag11; Tnfrsf1b; Tnfsf10; Tnfsf13b;                                                                                                                                                                         |
| Defense response to protozoan                                                     | Batf2; Gbp2; Gbp3; Gbp5; Gbp6; Gbp7; Gbp9; Irf4; Irf8; Irgm2; Slc11a1;                                                                                                                                                                                                                                                                                                           |
| Innate immune response                                                            | Atf3; C1ra; C1rb; C5ar1; Ccl17; Cd200; Cd300lf; Cd40; Cebpb; Clec7a; Clec9a; Csf2; Cxcl2; Dusp10; Fcna; Gbp2; Gbp6; Gbp7; Gm5077; Gpr77; H2-Ab1; Hspa1b; Ido1; Igt; Ikbke; Il1a; Il5; Irak2; Irf1; Irf5; Irf8; Irgm1; Lair1; Ms4a8a; Nlr5; Nod1; Nrip1; Ntn1; P2rx7; Padi4; Slc11a1; Tbx21; Tgtp1; Ticam2; Tlr12; Tnfaip3; Tnfrsf9; Trem14; Trim21; Trpm2; Unc93b1; Vegfa; Zbp1; |
| Inflammatory response                                                             | Bmp2; C5ar1; Ccl22; Ccl24; Ccr1; Ccr4; Ccr2; Cd40; Chi3l3; Chi3l4; Clec7a; Cxcl2; Gpr77; Ido1; Il1a; Il5; Kcnj10; Ncf1; P2rx7; Ptafr; Slc11a1; Themis2; Ticam2; Tlr12; Tnfaip3; Tnfrsf1b;                                                                                                                                                                                        |
| Cellular response to interferon-gamma                                             | Gbp2; Gbp3; Gbp4; Gbp5; Gbp6; Gbp7; Gbp8; Gbp9; H2-Ab1; Il12rb1;                                                                                                                                                                                                                                                                                                                 |
| Adhesion of symbiont to host                                                      | Gbp2; Gbp3; Gbp5; Gbp6; Gbp7; Gbp9;                                                                                                                                                                                                                                                                                                                                              |
| Defense response to Gram-positive bacterium                                       | C5ar1; Gbp2; Gbp3; Gbp5; Gbp6; Gbp7; Gbp9; Ncf1; Nod1; P2rx7; Tnfrsf14;                                                                                                                                                                                                                                                                                                          |
| Cellular response to interferon-beta                                              | Gbp2; Gbp3; Gbp5; Gbp6; Gm4951; Igt; Irf1;                                                                                                                                                                                                                                                                                                                                       |
| Chemotaxis                                                                        | Ccl17; Ccl24; Ccr4; Ccr2; Cmkrl1; Cmtm8; Cxcr7; Ear2; Enpp2; Gpr77; Ptafr;                                                                                                                                                                                                                                                                                                       |
| Cellular response to lipopolysaccharide                                           | Cd40; Csf2; Cx3cr1; Cxcl2; Gbp2; Gbp6; Gfi1; Irf8; Ticam2; Tnfaip3; Tnfrsf1b;                                                                                                                                                                                                                                                                                                    |
| Antigen processing and presentation of exogenous peptide antigen via MHC class II | H2-Ab1; H2-DMA; H2-DMb2; H2-Oa; Unc93b1;                                                                                                                                                                                                                                                                                                                                         |
| Response to lipopolysaccharide                                                    | Adm; Alpl; C5ar1; Ccr1; Cebpb; Dusp10; Ido1; Il10ra; P2rx7; Ptafr; Ptger2; Slc11a1; Tnfrsf1b; Vcam1;                                                                                                                                                                                                                                                                             |
| GTP catabolic process                                                             | Gbp11; Gbp2; Gbp3; Gbp4; Gbp5; Gbp6; Gbp7; Gbp8; Gbp9; Gimap7; Igt; Irgm2; Rab15; Rab20; Rab37; Rasl1a; Tgtp1; Tgtp2;                                                                                                                                                                                                                                                            |
| Positive regulation of fat cell differentiation                                   | 6330406I15Rik; Bmp2; Cebpb; Cmkrl1; Frzb; Lrp5;                                                                                                                                                                                                                                                                                                                                  |
| Regulation of immune response                                                     | Card11; Cd40; Smad3; Tbx21; Tnfsf13b;                                                                                                                                                                                                                                                                                                                                            |

**Supplementary table 4. Enriched GO Biological pathways in the tumours of responders compared to non-responders and the DEG associated with these pathways**

| Pathway Name                                                                      | Upregulated DEG in pathway                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Innate immune response                                                            | Anpep; Atf3; Bnip3; C1ra; C1rb; C1rl; C3; Ccl17; Ccl5; Cd300lf; Cd40; Cd86; Cebpb; Clec7a; Clec9a; Coro2a; Csf2; Ctss; Cxcl9; Glrx; Gm5077; H2-Aa; H2-Ab1; Hspa1b; Icam1; Ido1; Il13; Il1a; Il27; Irf8; Itgax; Itgb2; Klrg1; Lair1; Malt1; Nfil3; Nos2; Pglyrp1; Pik3cd; Ppargc1b; Prkcd; Rarres2; Samhd1; Serpinb2; Serping1; Siglecg; Stat4; Tbkbp1; Tbx21; Ticam1; Ticam2; Tlr12; Tnfrsf9; Trpm2; |
| Immune response                                                                   | Ccl11; Ccl17; Ccl22; Ccl24; Ccl5; Ccl8; Ccr1; Ccr7; Cd24a; Cd274; Cd28; Cd4; Csf2; Cxcl9; Enpp2; Fcgr2b; Gm7030; H2-Aa; H2-Ab1; H2-DMa; H2-DMb1; H2-DMb2; H2-Eb1; H2-Oa; Il13; Il1a; Irf8; Lta; Ltb; Zap70;                                                                                                                                                                                          |
| Antigen processing and presentation of exogenous peptide antigen via MHC class II | Ctse; Fcgr2b; H2-Aa; H2-Ab1; H2-DMa; H2-DMb1; H2-DMb2; H2-Eb1; H2-Oa;                                                                                                                                                                                                                                                                                                                                |
| Inflammatory response                                                             | C3; Ccl22; Ccl24; Ccl5; Ccl8; Ccr1; Ccr7; Cd40; Clec7a; Cnr2; Cxcl9; Ido1; Il1a; Il27; Lta; Nos2; Pik3cd; Pla2g7; Rarres2; Themis2; Ticam1; Ticam2; Tlr12;                                                                                                                                                                                                                                           |
| T cell receptor signaling pathway                                                 | Bcl2a1d; Cd28; Clec2i; Itk; Malt1; Skap1; Themis; Themis2; Txk; Zap70;                                                                                                                                                                                                                                                                                                                               |
| Response to lipopolysaccharide                                                    | Ccr1; Ccr7; Cd86; Cebpb; Cnr2; Icam1; Ido1; Il13; Il18bp; Lta; Mapkapk3; Nos2; Ptger2; Ptgir; Ticam1;                                                                                                                                                                                                                                                                                                |
| Myeloid dendritic cell differentiation                                            | Batf2; Batf3; Cd86; Csf2; Irf4; Ubd;                                                                                                                                                                                                                                                                                                                                                                 |
| T cell differentiation                                                            | Bcl2a1d; Cd3d; Cd4; Chd7; Gimap1; Rhoh; Tbx21;                                                                                                                                                                                                                                                                                                                                                       |
| Positive regulation of T cell proliferation                                       | Card11; Ccl5; Ccr7; Cd28; Cd86; Il2ra; Itgal; Pdcd1lg2;                                                                                                                                                                                                                                                                                                                                              |
| Cell surface receptor signaling pathway                                           | Cd22; Cd24a; Cd274; Cd3d; Cd4; Fcgr2b; Fcgr3; Gpr97; Itgal; Klrg1; P2rx5; Pik3cd;                                                                                                                                                                                                                                                                                                                    |
| Complement activation, classical pathway                                          | C1ra; C1rb; C1rl; C3; Gm5077; Serping1;                                                                                                                                                                                                                                                                                                                                                              |
| Cellular response to lipopolysaccharide                                           | Cd40; Cd86; Csf2; Cyp11a1; Gfi1; Icam1; Irf8; Nos2; Ticam2; Tnip3;                                                                                                                                                                                                                                                                                                                                   |
| Interferon-gamma production                                                       | Eomes; Itk; Runx3; Txk;                                                                                                                                                                                                                                                                                                                                                                              |
| Cellular response to interferon-gamma                                             | Ccl5; Gbp5; Gbp8; H2-Ab1; Il12rb1; Nos2;                                                                                                                                                                                                                                                                                                                                                             |
| Positive regulation of macrophage chemotaxis                                      | Ccl5; Ccr7; Cmkrlr1; Rarres2;                                                                                                                                                                                                                                                                                                                                                                        |

**Supplementary table 5. Interferon stimulated gene set used in RNAseq analysis.**

| Interferon stimulated genes |         |        |         |
|-----------------------------|---------|--------|---------|
| Sod2                        | Sppl2a  | Upp1   | Isg15   |
| Cd274                       | Fcgr1   | Psmb10 | Oas2    |
| Cfb                         | Sp140   | Gbp6   | Xaf1    |
| Cd40                        | Psme1   | Gbp10  | Oas1g   |
| Myd88                       | Tap1    | Gbp4   | Ddx58   |
| Samhd1                      | Stat1   | Ccl2   | Ddx60   |
| Trim30d                     | Psmb8   | Wars   | Usp18   |
| Ripk1                       | B2m     | Rtp4   | Bst2    |
| Il6                         | Psmb9   | Gbp2b  | Oas1b   |
| Socs1                       | Samd9l  | Gbp2   | Mx2     |
| Mvp                         | Nmi     | Gbp9   | Pnpt1   |
| Parp14                      | Trim30a | Trim21 | Ifit3   |
| Irf7                        | Oasl1   | Casp1  | Eif2ak2 |
| Tapbp                       | Gzma    | Ogfr   | Tdrd7   |
| Znfx1                       | Ido1    | Ifitm3 | Ifit3b  |
| Cxcl10                      | Cxcl11  | Ifi44  |         |
| Batf2                       | Dhx58   | Apol6  |         |
| Ptgs2                       | Irf9    | Parp12 |         |
| Trim5                       | Pml     | Stat2  |         |
| Trim12c                     | Gbp11   | Cmpk2  |         |
| Uba7                        | Rsad2   | Isg20  |         |
| Casp7                       | Oas3    | Adar   |         |
| C1rb                        | Parp9   | Ifih1  |         |
| Sectm1a                     | Zbp1    | Mov10  |         |
| Tmem140                     | Psme2   | Oas1a  |         |

How the deposited data were processed for this re-analysis (not part of the article)

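RNA from 39 AB1-HA tumours was sequenced by the authors: 10 from mice given PBS, 9 from mice given tretinoin, 10 from mice given ICT and 10 from mice given tretinoin+ICT. The last group was also divided, by the deposited labels, into 6 tumours of responding and 4 of non-responding mice. The authors aligned single-end NovaSeq reads with HISAT2 to the mouse genome they name mm11, counted reads on genes with SummariseOverlaps and deposited the raw counts, which are whole numbers without normalization. The paper's text does not state the strand mode or the handling of reads that align to several places. The table holds 39676 genes, of which 28827 had at least 1 count. Of the identifiers, 36719 (92.55%) match GENCODE M21 with their version. Coordinates and gene types were taken from that annotation on GRCm38, and identifiers without a match have none.

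Total counts per tumour ranged from 14033046 to 37951183, with a median of 18548168, and the tumours correlated at r between 0.9784 and 0.9971 on the log2 scale. Tested on simulated data of the same depth and spread, in which 200 genes were changed by 1.5 on the log2 scale, edgeR called 191 of them with 9 tumours against 10 (1 false call), 174 with 6 against 4 (3 false calls) and 184 for the interaction (5 false calls). DESeq2 called 198 and 183 of them in the simulations of 2 groups, with 5 and 8 false calls. Smaller changes were not simulated.

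R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, were used. For each comparison of 2 groups, edgeR's TMM normalization, filterByExpr and robust quasi-likelihood test were run on the tumours of those groups alone. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. Standard errors are the absolute log2 fold change divided by the square root of F. The comparisons were tretinoin with PBS, ICT with PBS, tretinoin+ICT with ICT, tretinoin+ICT with tretinoin, and responders with non-responders. The interaction of tretinoin and ICT was tested on all 39 tumours at an adjusted p below 0.05 in either direction.

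Gene list scores are means of variance stabilized values (DESeq2, blind to treatment, over all 39 tumours), scaled to z for each gene. In the clock, immediate early and glucocorticoid lists, each z value was first multiplied by a direction listed for the gene. Lists of which under 50% of the genes were found were not scored. Groups were compared by two-sided permutation tests, exact where a group had fewer than 10 tumours and with 100000 resamples otherwise. In 400 simulated sets without a difference, 3.25% (6 against 4) and 4% (10 against 10) had p below 0.05. The interferon list is that of Supplementary Table 5, the pathway lists are those of Supplementary Tables 3 and 4, and the marker lists of cell types were written before the counts were examined, some of them (osteoclast-like, eosinophil and type 2, hypoxia) partly from the paper's own gene lists. The interferon list was also tested with limma's camera function at a correlation between genes of 0.01, on counts transformed by limma's voom function. Where log2 CPM values replaced VST values, they were computed by edgeR with a prior count of 2. Principal components used the 500 most variable genes.

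The genes named in the text were chosen by a rule set before the counts were examined: in each comparison the 5 called genes with the largest change in each direction and a mean log2 CPM of at least 1, the interferon list genes with the smallest adjusted p, and a list of genes of interferon signalling, inflammation, leukocytes and retinoid metabolism. Per1, Tsc22d3 and the clock, immediate early and glucocorticoid lists fall outside it and were chosen after values were seen.

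Alternatives were DESeq2 in place of edgeR, DESeq2's size factors in edgeR, no low-count filter, at least 10 counts in every tumour, all tumours in one fit, no fold change minimum, other value scales for scores and principal components, the name series as a block for responders and non-responders, and leaving out each of these 10 tumours in turn. A fold change minimum of 1.5 was added after the values were seen. For each test over many genes, 100 splits of the same tumours into groups of the same sizes were compared with the real one (50 for DESeq2). The name series and the treatments cannot be separated, so series was not a block or covariate in comparisons between treatments. Pairs of series were compared only as a check.

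CIBERSORT, InnateDB, Ingenuity and the Hallmark gene sets were not used here. Flow cytometry, survival and the other tumour models were not analysed here, nor were the listed genes that were not found in the table. Some genes that the rule above would name are not reported here.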

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

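The tests of depth, leukocyte content, lymphoid tissue, exposure, time of day and handling were chosen after the results were seen; the counts of splits were set before.

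Single tumours were compared with their group on 14 measures in 6 groups. Of these 84 comparisons, 11 showed a tumour far from the others by Dixon's test at 95%, where chance gives 4.2. Tumour 45, a responder given tretinoin+ICT, had a total of 37951183 counts, against 15565521 to 23315096 in the other tumours of its treatment group and in the other responders. Normalization divides by this total. No biological explanation was tested.

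PBS tumour 14 had a CD8 T cell score of 1.404 (others -0.730 to 0.194), a monocyte score of 0.0362 (others -1.40 to -0.821) and a macrophage score of 0.190 (others -1.45 to -0.619). Tretinoin tumour 33 had a CD8 T cell score of 2.20 (others -0.941 to 0.482), a macrophage score of 1.60 (others -1.05 to 0.0447) and a cell cycle score of -2.25 (others -0.557 to 0.476). Depth did not explain these, as their total counts of 18545618 and 18827879 lay within their groups. Lymphoid tissue in the sample remains a candidate explanation, since tumours 14 and 33 also had the highest B cell scores of their groups, 0.608 and 1.87. A strong infiltrate in these mice would give the same, and the values do not separate the 2.

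Tumour 25, a non-responder given tretinoin+ICT, had an immediate early score of 3.46 (others of its treatment -0.150 to 0.698). Its total of 17536099 counts lay within the group, so depth did not explain it. Tissue handling was not tested for this tumour apart from that score, and no biological explanation was tested.

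Tumour 21, a non-responder given tretinoin+ICT, had a Cyp26b1 value of 9.98 on the VST scale, against 11.0 to 11.6 in the other tumours of its treatment and 11.0 to 11.1 in the other non-responders. Its total of 17757161 counts lay within the group. Its retinoid response score without Cyp26b1, 0.00897, was the lowest of the 10, so a weaker exposure to tretinoin is a candidate explanation that cannot be told apart from a weaker response.

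The effect of tretinoin differed with and without ICT in 46 genes (2 of 100 splits, the real one included, gave as many). In 40 of them the interaction was negative. In all 46, the effect of tretinoin alone passed an adjusted p below 0.05, and its effect with ICT was smaller in size. The number of genes was 28 with all libraries thinned to 14033046 counts and 231 with Ptprc as a covariate. The interaction was -2.36 on the log2 scale for Cyp26b1 and -1.18 for Dhrs3 (edgeR adjusted p=5.87e-06 and 3.37e-07). For Cyp26b1 it was -2.34 with Ptprc as a covariate, but Ptprc had hardly any interaction itself (0.106 on the VST scale, permutation test, p=0.712), so this does not settle an effect of leukocyte content. It was -2.32 in the thinned libraries, but thinning hardly moves the fold change of a gene with many counts, so this does not settle an effect of depth. ICT alone raised Cyp26b1 and Dhrs3 by 1.08 and 0.395 against PBS (edgeR adjusted p=0.00527 and 0.00788). This rise without tretinoin makes up part of the negative interaction of these genes. A weaker exposure to tretinoin would not produce that part. Name series of one treatment differed in Cyp26b1 by at most 0.428, and the effect of tretinoin on it was between 5.03 and 5.30 in the 4 pairs of series without ICT and between 2.49 and 3.16 in the 4 pairs with ICT. Differences of the size seen between series would not account for the interaction. A difference shared by both series of a treatment cannot be told apart from the treatment, and the labels do not say what the series are.

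To ask whether tretinoin responses in general were weaker with ICT, genes called upregulated by tretinoin in some series were measured in the others. Of those called in series 3 against 1, 278 had a median of 0.39 in series 7 against 5 and of 0.66 with ICT (169% of it), with 104 genes lower with ICT. Of those called in series 7 against 5, 68 had a median of 1.42 in series 3 against 1 and of 0.90 with ICT (63.8% of it), with 64 genes lower. The answer thus depended on which series was measured. The genes measured also differed, and tretinoin series 7 against 3 called 0 genes. Whether series 7 responded less to tretinoin is therefore not settled. The score of the 10 retinoid response genes, Cyp26b1 and Dhrs3 among them, had an interaction of -0.578. Shuffling tretinoin labels gave p=0.192, but leaves the large tretinoin effect in the shuffled values and has little power here. Permuting residuals with that effect fitted, a test added after the values were seen, gave p=2.0e-05. All 10 tretinoin+ICT tumours were below every tretinoin tumour on this score. Without Cyp26b1 and Dhrs3, the interaction was -0.458 (p=0.245 with labels shuffled and 1.0e-04 with residuals permuted). The effect of tretinoin on the retinoid list was thus smaller with ICT, while the pairs of series do not settle whether this holds for tretinoin responses in general. For the lower values with ICT than after tretinoin alone, a weaker exposure to tretinoin cannot be told apart from an effect of ICT on retinoid metabolism. That ICT may limit the retinoid response is a hypothesis.

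Per1 and Tsc22d3, which the paper does not discuss, rose with ICT by 2.28 and 1.61 on the log2 scale (edgeR adjusted p=3.4e-06 and 1.8e-06). The rise of Per1 was 2.15 with Ptprc as a covariate. Ptprc itself rose by 0.57 after ICT without passing adjustment (edgeR adjusted p=0.0723), whereas the monocyte and macrophage scores passed, so this does not settle an effect of leukocyte content. The rise was 2.27 in thinned libraries, which does not settle an effect of depth. Scores were also made of 3 lists without Per1 and Tsc22d3, with each gene's z value multiplied by a direction listed for it. A lower clock score thus does not mean that clock genes fell. These scores differed between ICT and PBS: clock genes, as a sign of another time of harvest (-0.561, permutation test, p=0.0125, 2 of 10 ICT tumours above the PBS median), immediate early genes, as a sign of tissue handling (0.347, p=0.0391, 9 of 10 above), and glucocorticoid targets (1.27, p=4.0e-05, 10 of 10 above). Each of these explanations remains possible, so a response to ICT itself cannot be told apart from harvest time, handling or stress of the mice.

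After tretinoin, the cell cycle score was lower than after PBS by 0.868 (a difference of -0.868, exact permutation test, adjusted p=0.00122, 7 of 9 tumours below every PBS tumour). It stayed lower with Ptprc regressed out (-0.742), with total counts regressed out (-0.893) and without tumour 33 (-0.611, p=0.000251). The endothelium score was higher by 0.851 (exact permutation test, adjusted p=0.0235, 6 of 9 above every PBS tumour), by 0.963 with Ptprc regressed out and by 0.820 with total counts regressed out. Total counts hardly differed between the groups (medians 18827879 and 18958881), nor did Ptprc, which is 1 transcript. Regressing them out thus had little to remove, and does not settle an effect of depth or leukocyte content. Name series remain tied to treatment, so less tumour cell division and more endothelium after tretinoin are hypotheses.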

How the results depend on the processing

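Alternatives with a fold change minimum of 1.5 were chosen after the values were seen, and the others before the data were examined. Counts are given as upregulated and downregulated genes. Where a result changed, the cause was not tested.

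Without a fold change minimum, the counts were 1645 and 1284 for tretinoin against PBS, 1995 and 1012 for ICT against PBS, 223 and 60 for tretinoin+ICT against ICT, and 1777 and 1297 for tretinoin+ICT against tretinoin. With a minimum of 1.5, edgeR called 585 and 102, 831 and 82, 105 and 25, and 713 and 212 in the same order, and 0 and 0 for responders (3302 genes at an unadjusted p below 0.05). DESeq2 with this minimum called 733 and 145, 992 and 122, 222 and 46, and 887 and 310, and 488 and 60 for responders. With all 39 tumours in one DESeq2 fit it called 683 and 133, 991 and 117, 277 and 74, and 905 and 368. Of the DESeq2 calls on the 2 groups compared, many were on the paper's lists at this minimum. They were 615 and 126 for tretinoin against PBS, 890 and 99 for ICT against PBS, and 185 and 44 for tretinoin+ICT against ICT. For responders they were 360 and 49, where 378 and 55 listed genes were found.

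At the thresholds of the text, DESeq2 called 53 downregulated genes for tretinoin against PBS, 36 for ICT against PBS and 95 for tretinoin+ICT against tretinoin, with 124 upregulated and 13 downregulated for tretinoin+ICT against ICT. For responders it called 142 and 15, and for the interaction 85 genes. It shared 43 downregulated genes with the paper's list for tretinoin against PBS, 20 for ICT against PBS, 91 upregulated and 13 downregulated for tretinoin+ICT against ICT, and 89 and 8 for responders. Of the Supplementary Table 4 genes, 108 passed with DESeq2 in responders. Without a low-count filter, 44, 38 and 97 genes were downregulated for tretinoin against PBS, ICT against PBS and tretinoin+ICT against tretinoin, and 29 passed for the interaction. With at least 10 counts in every tumour, 1 gene was downregulated for ICT against PBS, 30 and 1 passed for tretinoin+ICT against ICT, and 15 were downregulated for tretinoin+ICT against tretinoin. With all tumours in one edgeR fit, 90 and 11 passed for tretinoin+ICT against ICT, and 50 were downregulated for tretinoin+ICT against tretinoin. DESeq2's size factors in edgeR kept all counts within 1.5 times those of the text (206 and 20, 324 and 7, 52 and 4, 271 and 31, 0 and 0 with the same tests, and 44 for the interaction). For responders, leaving out each tumour in turn gave from 0 to 181 upregulated and from 0 to 24 downregulated genes, and the name series as a block gave 0 and 0.

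The unscaled interferon score differed by 0.428 between tretinoin and PBS (p=0.0491), and its interaction was -0.00338 (p=0.991), of the other sign. The score for responders against non-responders ranged from 0.257 to 0.669 with each tumour left out. With the correlation between genes estimated, the camera test no longer passed in any of the 5 comparisons, with median log2 differences between the listed and the other genes of 0.337 for tretinoin against PBS, 0.579 for ICT against PBS, 0.357 for tretinoin+ICT against ICT, 0.580 for tretinoin+ICT against tretinoin and 0.279 for responders. In principal components of tretinoin against PBS, PC2 differed by 11.7 with all genes (p=0.011). With log2 CPM, PC1 differed by 8.63 (p=0.236) and PC2 by 20.9 (p=9.7e-05), and PC2 of responders by 15.1 (p=0.0476).

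Among named genes, DESeq2 gave Gm8797 a log2 fold change of 0.103 for ICT against PBS, the reverse of edgeR. Foxp3 for tretinoin+ICT against ICT was -0.000343 and the interaction of Flt3 was 0.00333, both near 0. Single genes were compared with DESeq2 alone, and marker scores with log2 CPM values alone. Of these values, 726 kept direction and side of the threshold, 3 were weaker, 80 stronger and 3 reversed. The list filter at a log2 CPM of 1 removed no interferon gene and could not change that score. A covariate of Y-linked transcripts was not run, as no tumour had more than 2 such counts. No paired analysis was possible because the labels give no pairing between tumours and each series holds 1 treatment.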

Differences from the paper's values

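The paper gives 642 upregulated and 140 downregulated genes for tretinoin against PBS, and 213 and 19 were called here. None of the alternatives set before the data were examined closed the gap. With a fold change minimum of 1.5, chosen after seeing the values, edgeR called 585 and 102, DESeq2 733 and 145, and DESeq2 with all 39 tumours 683 and 133, all within 1.5 times the paper's values.

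The paper's Supplementary Table 2 lists 916 upregulated and 115 downregulated genes for ICT against PBS, and 323 and 9 were called here. No alternative set before the data were examined closed the gap. With the minimum of 1.5, chosen after seeing the values, edgeR called 831 and 82, DESeq2 992 and 122, and DESeq2 with all tumours 991 and 117, again within 1.5 times.

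The same table of the paper lists 272 and 83 genes for tretinoin+ICT against ICT, and 52 and 4 were called here. Of the alternatives set before the data were examined, leaving out the fold change minimum (223 and 60) closed the gap and the others did not. With the minimum of 1.5, chosen after seeing the values, DESeq2 with all tumours called 277 and 74 and closed it. DESeq2 on the 2 groups closed it for upregulated genes (222) and not for downregulated ones (46), and edgeR (105 and 25) did not close it.

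The paper gives 379 upregulated and 55 downregulated genes in responders, and 0 and 0 were called here, with 3302 genes at an unadjusted p below 0.05. No alternative set before the data were examined closed the gap, DESeq2 (142 and 15) included. DESeq2 with a minimum of 1.5, chosen after seeing the values, called 488 and 60, within 1.5 times, and edgeR with that minimum called 0 and 0.

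PC1 of responders and non-responders holds about 24% of the variance in the paper's Fig. 4C, read by eye, and 40.9% here. With all genes it held 37.9%, with log2 CPM 52.4% and with the name series removed 45.6%, none of which closed the gap.

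The paper states that monocytes fell with tretinoin by CIBERSORT. Monocyte marker transcripts, another measure, were higher after tretinoin by 0.6246 (exact permutation test, adjusted p=0.0717, 8 of 9 tumours above the PBS median).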

Other observations

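Counts of splits below were set before the results were seen; the tests of pseudogenes were chosen afterwards.

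In 100 splits of the same tumours into groups of the same sizes, the real one included, as many upregulated and as many downregulated genes as in the real split came in 1 and 1 for tretinoin against PBS, 1 and 2 for ICT against PBS, 4 and 4 for tretinoin+ICT against ICT, and 1 and 2 for tretinoin+ICT against tretinoin. With 10 tumours in each group a split and its mirror are one, so for ICT against PBS and tretinoin+ICT against ICT the larger of the 2 directions of each other split was counted. For responders with edgeR, 100 and 100 did, since the real split called 0 and any split reaches that. As many genes at an unadjusted p below 0.05 as the real 3302 came in 4 of 100. With DESeq2, 2 of 50 splits gave as many upregulated genes and 8 of 50 as many downregulated ones. With the fold change minimum of 1.5, these were 1 of 50 and 6 of 50. A camera p for the interferon list as small as that of the real split came, the real one included, in 44 of 100 splits for tretinoin against PBS, 12 for ICT against PBS, 24 for tretinoin+ICT against ICT, 12 for tretinoin+ICT against tretinoin and 29 for responders. At the default correlation, the real split thus did not stand apart for this list at a share of 0.05.

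Some pseudogenes had far higher counts in single tumours. A tumour with at least 200 normalized counts and at least 10 times the median was seen in 74 of 4818 pseudogenes and in 66 of 14611 protein-coding genes. Among genes that reached 200 normalized counts in some tumour, these were 74 of 600 and 66 of 8407, but a gene with few counts reaches 200 only through such a tumour, so these shares cannot be compared directly. Differences in median counts between the gene types were not accounted for. Each tumour had between 4 and 13 such pseudogenes, with a median of 8. Over 17 pairs of a pseudogene and its parent gene, the rank correlation had a median of 0.1101 (p=0.0312 on shuffled tumours), and 4 pairs were negative. Reads divided between both genes would lower it and parent reads counted on the pseudogene would raise it, so shared reads are not excluded. Depth did not explain them, with a rank correlation with total counts of 0.00570. No biological explanation was tested. Pseudogenes made up 11 of 232 genes called for tretinoin against PBS, 19 of 332 for ICT against PBS, 1 of 56 for tretinoin+ICT against ICT and 24 of 300 for tretinoin+ICT against tretinoin. With DESeq2 they were 38 of 364, 37 of 462, 6 of 137 and 49 of 479 in the same order, and 20 of 157 for responders.

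Name series of the same treatment differed in 11 upregulated genes between PBS series 5 and 1 and in none of the other treatments, where 253 to 1063 genes were at an unadjusted p below 0.05. ICT series 6 against the PBS series gave 9 and 4 upregulated genes, whereas ICT series 8 gave 98 and 268. The interferon list had a median log2 fold change between 0.59 and 0.62 in all 4 pairs.

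The cell cycle score was lower in responders by 1.30 (a difference of -1.30, exact permutation test, p=0.0143, adjusted p=0.106), which did not pass adjustment. The glucocorticoid list was also higher after tretinoin than after PBS, by 0.611 (exact permutation test, p=0.00223, 9 of 9 tumours above the PBS median). Xist had at least 4684 counts and Y-linked genes at most 2 in every tumour.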
